# Loss of Mtm1 causes cholestatic liver disease in a model of X-linked myotubular myopathy

**DOI:** 10.1172/JCI166275

**Published:** 2023-09-15

**Authors:** Sophie Karolczak, Ashish R. Deshwar, Evangelina Aristegui, Binita M. Kamath, Michael W. Lawlor, Gaia Andreoletti, Jonathan Volpatti, Jillian L. Ellis, Chunyue Yin, James J. Dowling

**Keywords:** Hepatology, Muscle Biology, Monogenic diseases

## Abstract

X-linked myotubular myopathy (XLMTM) is a fatal congenital disorder caused by mutations in the *MTM1* gene. Currently, there are no approved treatments, although AAV8-mediated gene transfer therapy has shown promise in animal models and preliminarily in patients. However, 4 patients with XLMTM treated with gene therapy have died from progressive liver failure, and hepatobiliary disease has now been recognized more broadly in association with XLMTM. In an attempt to understand whether loss of *MTM1* itself is associated with liver pathology, we have characterized what we believe to be a novel liver phenotype in a zebrafish model of this disease. Specifically, we found that loss-of-function mutations in *mtm1* led to severe liver abnormalities including impaired bile flux, structural abnormalities of the bile canaliculus, and improper endosome-mediated trafficking of canalicular transporters. Using a reporter-tagged Mtm1 zebrafish line, we established localization of Mtm1 in the liver in association with Rab11, a marker of recycling endosomes, and canalicular transport proteins and demonstrated that hepatocyte-specific reexpression of Mtm1 could rescue the cholestatic phenotype. Last, we completed a targeted chemical screen and found that Dynasore, a dynamin-2 inhibitor, was able to partially restore bile flow and transporter localization to the canalicular membrane. In summary, we demonstrate, for the first time to our knowledge, liver abnormalities that were directly caused by *MTM1* mutation in a preclinical model, thus establishing the critical framework for better understanding and comprehensive treatment of the human disease.

## Introduction

X-linked myotubular myopathy (XLMTM) is a rare congenital muscle disease characterized by severe skeletal muscle weakness and hypotonia and occurs in 1 of 50,000 male births (1–3). Approximately 25%–50% of patients with XLMTM die in the first year of life, and the surviving affected individuals have multiple technology dependencies (80% require tracheostomy and a feeding tube) and reduced lifespan (3). There are currently no approved treatments for this disease, although various therapies are in development (4). Of these, resamirigene bilparvovec (AT132), an AAV8-driven gene replacement therapy, has shown great promise in murine and canine models and entered clinical trial in 2017 for patients with XLMTM (ASPIRO, ClinicalTrials.gov NCT03199469) (5). Initial data have been promising with regard to restoration of muscle function; however, the trial has been halted because of the death of 4 study participants from liver failure associated with cholestasis (6, 7). Potential liver manifestations in XLMTM are poorly understood. Patients with XLMTM have been reported to exhibit signs of liver dysfunction including elevated liver enzymes and bilirubin (3). In addition, a recent case series reported features of intrahepatic cholestasis in 4 patients with XLMTM (8). The molecular mechanisms and etiology of cholestasis in patients with XLMTM remain unknown, and understanding the pathophysiology of this process will be critical for current patient care and for the development of therapeutics. Of note, liver pathology has yet to be described in any mammalian model of the disease.

XLMTM is caused by mutations in the myotubularin gene (*MTM1*). MTM1 encodes a phosphoinositide phosphatase that specifically targets the phosphoinositides PI(3)P and PI(3,5)P_2_ (9, 10). Phosphoinositides (PIs) are lipids found on membrane-bound organelles within the cell. Despite making up less than 1% of cellular lipids, they play important roles in diverse processes such as cell signaling and membrane trafficking (11). PI(3)P and PI(3,5)P_2_ are primarily localized to endosomes, where they act as docking sites to regulate the recruitment of effector proteins that control trafficking of protein cargo (11). Endosomal trafficking is critical in hepatocytes for targeting canalicular transporters to the apical membrane, as well as to respond to cues regulating increased bile transport (12).

The production and secretion of bile, a key function of the liver, is a complex process that is dependent on hepatocyte polarity. Bile secretion occurs at the canalicular membrane of hepatocytes and is governed by a set of bile transporter proteins (12). These proteins are critically important for bile secretion and are thus highly regulated at the protein level through subapical recycling endosomes (13). Dysregulation of these canalicular transporters can result in cholestasis, a disease state characterized by impairments in bile flow, causing intrahepatic accumulation of toxic bile acids (14). For example, mutations in *ABCB11*, which encodes bile salt export pump (BSEP), are associated with a genetically inherited form of cholestasis called progressive familial intrahepatic cholestasis type 2 (PFIC2) (12, 13).

Three primary animal models have been used to study XLMTM: a murine gene-knockout model developed using homologous recombination, a canine model of spontaneous mutation of MTM1, and a zebrafish model created using zinc finger nuclease–based gene editing (14–16). The murine and canine models do not show apparent signs of liver dysfunction, whereas the preliminary description of the zebrafish model noted increased liver size (17). To our knowledge, the extent and nature of liver dysfunction in the zebrafish model have not previously been studied, nor have the underlying mechanisms been explored. The zebrafish, given its optical clarity and cellular and genetic similarity to humans, provides an ideal opportunity to examine liver pathology in the context of *MTM1* deficiency (18–20). Zebrafish have previously been shown to be a faithful model of liver disease caused by a variety of genetic and environmental factors, including recapitulation of changes seen in the liver with BSEP deficiency (13, 18).

In this study, we provide an in-depth characterization of the liver phenotype of the zebrafish model of XLMTM. We identify changes in the structure of the bile canaliculus and disturbances in bile flux, both of which are consistent with cholestatic liver disease. We determine that canalicular transport protein localization and expression were altered, which likely accounts for the underlying cholestatic phenotype. Expression of exogenous Mtm1 in the liver revealed localization to a complex containing both Rab11 and canalicular transport proteins, consistent with a role in endosomal sorting. This expression was sufficient to rescue the cholestatic phenotype, confirming that it was liver autonomous and due to the loss of *mtm1* expression. Finally, we performed a targeted chemical screen and identified a dynamin-2 (DNM2) chemical inhibitor that could rescue the changes in canalicular structure and function. In all, we provide what we believe to be the first demonstration of a direct role for MTM1 in the liver and provide the critical groundwork for understanding and treating the liver phenotype recently uncovered in patients with XLMTM.

## Results

### mtm zebrafish have abnormal bile flux and accumulation of bile salts.

For this study, we utilized a previously published zebrafish model of X-linked myotubular myopathy (16). This model harbors a loss-of-function mutation in the lone *mtm1* gene (zfin Zf711); biallelic mutation results in the *mtm* phenotype, with progressive fin degeneration, impaired swim behavior, and early death between 7 and 9 days post fertilization (dpf). Homozygous mutants are hereafter referred to as *mtm*. We first verified the previous observation of abnormal lipid accumulation in the liver of this model using Oil Red O, a stain for neutral lipids. We observed substantial staining in the livers of *mtm* larvae at 5 dpf that was completely absent in WT zebrafish (Figure 1, A and B), suggestive of hepatic steatosis. As we were specifically interested in assessing for cholestasis (given the reports in human XLMTM of liver cholestasis), we next examined bile flux using a BODIPY feeding assay, which has previously been used in other fish models of cholestasis (13, 21). We fed 5 dpf larvae powdered fish food mixed with BODIPY-tagged C12. After a 1-hour feeding, we imaged the fish and scored for gallbladder fluorescence, a marker of normal bile flux. On average, 93% of the WT larvae showed BODIPY transit into the gallbladder, whereas in *mtm* larvae the rate was only 28% (Figure 1, C and D). Gut progenitor cell populations that were visualized in *mtm*-knockdown larvae (using a *sox17:GFP* stable transgenic line) appeared similar to those in controls, suggesting that early endoderm development was normal in these fish (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI166275DS1). We also quantified the bile salt composition, another potential indication of impaired bile transport, in whole larvae at 5 dpf by liquid chromatography–mass spectrometry (LC-MS). Three bile acids could be detected: taurocholic acid (TCA), taurochenodeoxycholic acid (TCDCA), and taurodeoxycholic acid (TDCA) (Figure 1E). TCA and TDCA levels were unchanged, but we observed elevated levels of TCDCA, a hydrophobic conjugated bile acid associated with hepatic toxicity (22). Overall, these results reveal that *mtm* zebrafish exhibited multiple signs of liver dysfunction consistent with cholestasis.

### mtm zebrafish have alterations in biliary tree organization and structure.

We next examined the zebrafish biliary network for structural changes using 2 orthogonal methods: section immunostaining of dissected livers and visualization of transgenic marker zebrafish. Using immunofluorescence staining for 2F-11, a zebrafish-specific antibody that recognizes annexin-a4 and stains the biliary tree (23), we detected widespread disorganization of the biliary system, with reduced branching and areas of aberrant aggregation (Figure 2A). Using live image analysis of a previously published reporter line, *Tg(Tp1:GFP)*, in which *Tp1* is a Notch-responsive element used in zebrafish to label the bile ducts (24), we observed in *mtm* larvae a similar loss of biliary tree complexity and, again, the presence of dilated bile ducts. This phenotype was visible by 5 dpf and worsened by 7 dpf (Figure 2B). Quantification of these images confirmed that both the segment mean diameter and segment length, which can be used to infer the degree of branching, were altered at 7 dpf (Figure 2C). Only the segment mean diameter was increased at 5 dpf, suggesting that dilation of the bile ducts preceded the loss of biliary tree complexity.

### Canalicular transporter localization and expression is altered in mtm zebrafish.

Considering the known cellular role of MTM1 in endosomal sorting, we hypothesized that aberrant trafficking of bile transporters could be the cause of the structural and functional changes we observed in the *mtm* livers (25, 26). Using immunostaining, we examined Bsep and Mdr1, 2 well-known canalicular transporters (Figure 3, A and B) (27). While at 5 dpf Mdr1 protein levels were minimally reduced when compared with WT (Figure 3,B and E), by 7 dpf, both Mdr1 and Bsep protein expression levels were nearly absent in the *mtm* fish, suggesting a nearly complete loss of transporter expression (Figure 3, A, B, D, and F).

On the basis of these observed changes in transporter expression, we sought to assess the structure of the canaliculi in the *mtm* mutants. To do this, we utilized a transgenic line with liver-specific membrane-localized GFP to examine hepatocyte membranes [*Tg*(*fabp10:GFP-CAAX*)]. We first confirmed that we could visualize canaliculi in WT zebrafish by using double staining with anti-MDR1 (Figure 3C). We then looked at *mtm* larvae and found fewer canaliculi as compared with their WT siblings (Figure 3, C and G), corroborating the aberrant canalicular structure suggested by the abnormal Mdr1 and Bsep staining.

To directly visualize the bile canalicular structure, we next performed transmission electron microscopy (TEM) imaging of whole zebrafish larvae. Canaliculi from WT zebrafish exhibited a degree of variability, but all appeared as long, continuous structures (Figure 4A). Also, observable were the canalicular microvilli, which appeared as electron-dense shapes within the canaliculi (Figure 4B). In *mtm* larvae, however, we observed disrupted, fragmented canaliculi, with fewer microvilli were than seen in WT larvae (Figure 4, A and B). The disruption of the canaliculi, in addition to the loss of the transporters, highlights the requirement for Mtm1 in the formation and maintenance of this critical structure.

### mtm1 loss results in a unique transcriptomic signature associated with inflammation but normal bile transporter expression.

Given the reduced expression of bile transport proteins, we considered whether these alterations might be driven by changes at the transcriptional level. To define transcriptome level differences, we performed comparative bulk RNA-Seq on livers extracted from 5 dpf WT and *mtm* zebrafish, as well as from experimental models of diet-related hepatic steatosis and alcohol-induced liver injuries (28, 29). 

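Livers were dissected from WT larvae, from *mtm* larvae, from WT larvae given 6 times the normal amount of food from 5 to 7 dpf (overfed), and from WT larvae exposed to 2% ethanol for 32 hours (EtOH). RNA of 40 livers was pooled for each library and sequenced as bulk RNA. The results text gives the age as 5 dpf, while the methods, the sample labels and the legend of Figure 5 give 7 dpf. The count table holds 4 WT, 6 *mtm*, 4 overfed and 4 EtOH libraries. The methods give 4 to 5 replicates per group without naming them, so all 6 *mtm* libraries were kept. Of these, replicates 1, 2 and 3 belong to a first submission and replicates R1, R2 and R3 are labelled as resubmitted. The labels do not state whether R1, R2 and R3 are new pools of livers or new libraries from the pools of replicates 1, 2 and 3. The authors trimmed the reads, estimated reads per gene with Salmon on GRCz11 transcripts, and gave them as whole numbers without normalization. The estimated counts summed to between 9297847 and 17717723 per WT library (median 15199406), 8919274 and 15831830 per *mtm* library (median 13489704), 15131025 and 20582311 per overfed library (median 18030953), and 11059423 and 18948277 per EtOH library (median 14719322). From these counts, the 11489 of 19793 genes with at least 5 reads in a share of at least 0.8 of the libraries were kept, which is the filter stated in the methods. Libraries were scaled with edgeR's TMM normalization and values are given as counts relative to the scaled library total (CPM), mean ± SD over libraries. One edgeR quasi-likelihood fit covered the 4 groups, with the replicate number as a covariate as in the methods. The targeted gene, *mtm1*, was at 5.00, 4.55, 3.23 and 7.92 CPM in WT replicates 1 to 4. In *mtm* livers it was at 2.25, 2.38 and 1.04 CPM in replicates 1 to 3, and at 0.557, 0.159 and 0.678 CPM in replicates R1 to R3. Every *mtm* library lay below every WT library (two-sided exact permutation test on log2 CPM, p = 0.00952), with a log2 fold change of −1.83 (standard error 0.72, adjusted p = 0.0884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Overfed libraries were at 3.79 to 7.73 CPM. EtOH replicate 1 was at 0.175 CPM, from 3 counts, and EtOH replicates 2 to 4 were at 2.23, 4.16 and 4.88 CPM.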

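Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes in the 18 libraries of 40 livers. The first component held 50.4% of the variance and the second 13.3%. Separation was measured over all components as the pseudo-F of Euclidean distances, the ratio of the spread between 2 groups to the spread within them, with exact permutation of the labels and Benjamini-Hochberg adjustment over the 6 pairs of groups. The pseudo-F was 8.76 between *mtm* and WT livers, 3.68 between *mtm* and EtOH livers and 10.9 between *mtm* and overfed livers. Each of these had an exact permutation p of 0.00476 (adjusted p = 0.00952), the smallest that 6 libraries against 4 allow. EtOH livers were separated from WT livers (pseudo-F 6.26) and from overfed livers (pseudo-F 10.4), each with an exact permutation p of 0.0286 (adjusted p = 0.0343), the smallest that 4 against 4 allow. Overfed and WT livers were not separated (pseudo-F 1.57, exact permutation p = 0.143, adjusted p = 0.143). Permutation only within the replicate number allows too few permutations for any of these pairs to pass the threshold, so it cannot decide. The adjusted p by exact permutation was then 0.0741 for the 3 pairs with *mtm* livers and 0.125 for EtOH livers against WT and overfed livers. The setting that moved the pseudo-F between *mtm* and WT livers most was the use of all 11489 genes, with a value of 3.90. With the *mtm* libraries of the first submission alone it was 7.58, and with the resubmitted libraries alone 7.76, each with an adjusted p of 0.0343 by exact permutation. Over all tested genes, centred on their means, each of the 6 *mtm* and 4 EtOH libraries correlated best with the other libraries of its own group, whereas WT replicates 1, 2 and 3 correlated best with the overfed libraries and overfed replicate 4 with the WT libraries.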

Overall, we uncovered a unique and aberrant transcriptional profile in *mtm* livers that was distinct from that of WT and both diet- and alcohol related-liver injury as demonstrated by the clustering of each group of samples using principal component analysis (PCA) (Figure 5A). A total of 430 and 350 genes were found to be uniquely upregulated and downregulated, respectively, in *mtm* livers compared with WT (Figure 5, B and D). 

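Genes were called at an adjusted p under 0.05 with an absolute log2 fold change above 2, the limits given in the legend of Figure 5. Among the 11489 genes tested, 488 were upregulated and 375 downregulated in *mtm* livers versus WT, and 231 were upregulated and 139 downregulated in EtOH livers versus WT. In overfed livers 493 genes had an unadjusted p under 0.05, against 574 expected by chance, and 0 genes were called. With the limit on the fold change left out, the *mtm* calls rose to 1160 and 987, the largest shift of any setting tried. With the *mtm* libraries of the first submission alone, 422 genes were upregulated and 426 downregulated, and with the resubmitted libraries alone 511 and 465, of which 324 and 270 were shared. With *mtm* libraries of the same number summed, which leaves 3 against 4 WT libraries in case they share a pool, 527 genes were upregulated and 428 downregulated. Of the genes called in *mtm* livers, 342 upregulated and 276 downregulated genes were called in neither of the other groups. Another 146 upregulated and 99 downregulated genes were also called in EtOH livers. The genes called only in *mtm* livers mostly moved the same way in EtOH livers, which was so for 316 of the 342 and 265 of the 276. The median log2 fold change of the 342 was 2.55 in *mtm* and 1.32 in EtOH livers, and that of the 276 was −2.64 and −1.28. A direct test of *mtm* versus EtOH livers found 112 of the 342 higher and 99 of the 276 lower in *mtm* livers at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all genes, the direct test called 125 genes higher and 120 lower in *mtm* livers, with the limit on the fold change also applied. At an adjusted p under 0.05 alone, as for the 112 and 99, these were 330 and 482. Across genes, which are not independent replicates, the log2 fold changes of *mtm* and EtOH livers had a Pearson correlation of 0.649. Both were taken against the same WT libraries. In 20 simulations in which no group differs from WT the correlation lay between 0.523 and 0.553, with 0 shared calls. With *mtm* livers compared with 2 WT libraries and EtOH livers with the other 2, over 6 pairings, the correlation lay between 0.380 and 0.525, against −0.0334 to 0.0330 in the simulations. Between 51 and 80 genes were then upregulated in both (4.40 to 7.97 expected) and 50 to 74 downregulated in both (1.80 to 3.67 expected), and 86.2% to 93.1% of the genes called only in *mtm* livers moved the same way in EtOH livers. The largest rises without overlap between the libraries of the groups were those of *LOC103910140*, with 1775 ± 1940 CPM (SD, n = 6) in *mtm* and 1.68 ± 1.01 CPM (SD, n = 4) in WT livers, *ccl35.1* (392 ± 199 and 1.90 ± 0.678 CPM) and *pltp* (483 ± 153 and 5.81 ± 6.17 CPM). Their log2 fold changes were 10.26, 7.71 and 7.15 (standard errors 1.17, 0.72 and 0.58), with adjusted p of 2.22e-05, 3.44e-06 and 1.12e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest falls were in 3 genes of cholesterol synthesis, *sqlea* (0.389 ± 0.547 CPM in *mtm* and 107 ± 78.0 CPM in WT livers), *lss* (1.40 ± 1.75 and 223 ± 131 CPM) and *hmgcra* (8.47 ± 5.52 and 1349 ± 394 CPM). Their log2 fold changes were −8.08, −7.58 and −7.50 (standard errors 0.76, 0.91 and 0.51), with adjusted p of 3.44e-06, 3.35e-05 and 2.08e-07 from the same edgeR test with Benjamini-Hochberg adjustment. Of the genes legible in Figure 5B, *khk*, *mao*, *pklr* and *myl7* fell and *lsp1*, *specc1*, *tanc2a* and *mfap4* rose, with log2 fold changes from −5.44 (*myl7*) to 5.57 (*mfap4*). For *myl7*, the 7 other heart markers tested had a median log2 fold change of −1.74. Salmon divides reads that match several genes between them, so values of genes with near-identical copies, such as chemokine genes, are less certain.

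**Figure D1:**
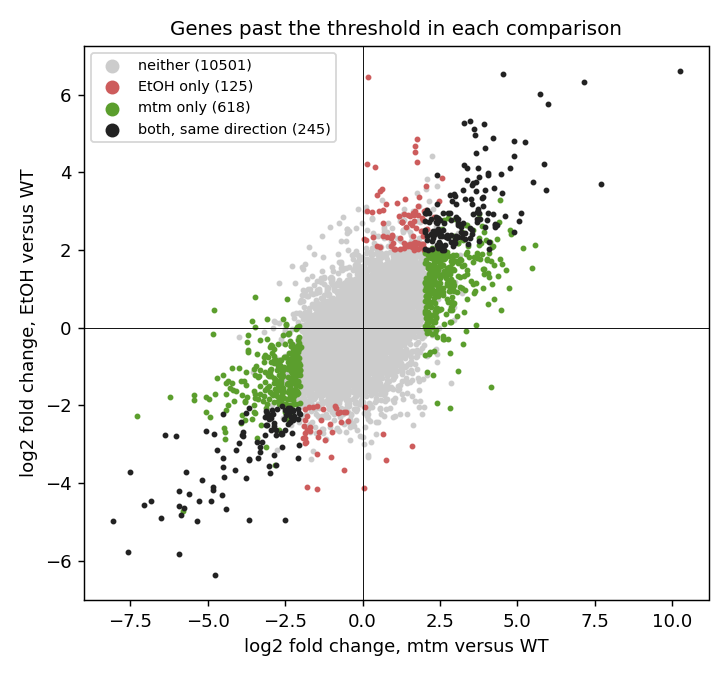
Log2 fold change of each tested gene in EtOH versus WT livers (vertical axis) against that in *mtm* versus WT livers (horizontal axis); each point is a gene, coloured by the comparison in which it was called. The 245 genes called in both comparisons changed in the same direction, and most of the 618 genes called only in *mtm* livers lie on the same side of 0 in EtOH livers.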

Overall, the transcriptome profile was highly enriched for genes enriched in inflammatory pathways, consistent with the known involvement of the immune system in responding to cholestatic liver injury (Figure 5F) (30).

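The gene sets used by the paper were not used here. In their place, 22 lists of zebrafish genes for pathways and cell types, written by hand from gene names, were tested with limma's camera on voom weights, with an inter-gene correlation preset at 0.01 and Benjamini-Hochberg adjustment over the lists. The 32 tested genes of inflammatory mediators and receptors had a mean log2 fold change of 2.35 in *mtm* versus WT livers, with 22 genes higher and 0 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The camera test gave this list an adjusted p of 7.71e-14. The list of TNF-α/NF-κB signaling (67 genes tested) had a mean log2 fold change of 1.15 (camera adjusted p = 4.61e-09), the macrophage markers (12 genes) 3.86 (2.85e-09) and the neutrophil markers (9 genes) 3.54 (2.95e-08). Markers of bile ducts (1.16, adjusted p = 0.000186) and of endothelium (0.71, adjusted p = 0.0122) were also higher. The genes with the smallest adjusted p in the inflammatory list were *ccl35.1*, *mmp9* (50.3 ± 29.3 CPM in 6 *mtm* and 2.02 ± 0.737 CPM in 4 WT libraries, log2 fold change 4.59, standard error 0.48) and *cyba* (46.4 ± 14.3 and 6.53 ± 1.86 CPM, log2 fold change 2.92, standard error 0.33). Their adjusted p were 3.44e-06, 9.98e-06 and 2.29e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the TNF-α list these were *gadd45bb* (log2 fold change 3.37, adjusted p = 3.76e-07 in the same edgeR test with Benjamini-Hochberg adjustment), *socs3a* (4.48) and *phlda2* (4.76), and among the macrophage markers *marco* (4.91) and *havcr1* (4.29). The 20 genes of cholesterol synthesis had a mean log2 fold change of −4.63 (camera adjusted p = 6.49e-20), with 16 lower and 0 higher. Its most significant gene, *cyp51*, was at 24.9 ± 8.92 CPM in *mtm* and 2891 ± 641 CPM in WT livers. Fatty acid oxidation (29 genes, −1.73, adjusted p = 9.72e-19), the peroxisome (29 genes, −1.66, adjusted p = 2.44e-15), oxidative phosphorylation (71 genes, −0.65, adjusted p = 2.31e-12) and bile acid synthesis (11 genes, −1.55, adjusted p = 5.93e-06) were lower. So were the markers of hepatocytes (−0.95, adjusted p = 1.67e-05), erythrocytes (−1.31, adjusted p = 0.000922), exocrine pancreas (−1.65, adjusted p = 0.00258), intestine (−1.28, adjusted p = 0.00267) and heart muscle (−1.80, adjusted p = 0.0316). The lists not past the threshold were the complement cascade (0.16, adjusted p = 0.764), extracellular matrix and stellate cells (0.73, adjusted p = 0.151), fatty acid synthesis and lipid droplets (−0.54, adjusted p = 0.140), hepatobiliary transporters (−0.06, adjusted p = 0.618), ribosomal proteins (−0.05, adjusted p = 0.492) and skeletal muscle (−0.29, adjusted p = 0.140). With the correlation estimated for each list, the setting that moved the count of lists most, 7 of the 16 lists stayed past the threshold. These were the inflammatory, macrophage, neutrophil, cholesterol synthesis, fatty acid oxidation, peroxisome and bile acid synthesis lists, while the TNF-α list had a camera adjusted p of 0.134, the highest over its 25 alternatives (lowest 5.82e-11). The rotation test fry kept the TNF-α list (adjusted p = 0.00159) and did not keep the endothelial, erythrocyte, pancreas and heart lists. Other splits of the libraries gave the hepatocyte, endothelial, intestine, erythrocyte and pancreas lists shifts as large, as given in the closing section. No single gene of the erythrocyte and pancreas lists was past the threshold, and the mean log2 CPM of the pancreas list ranged over 5.44 among the 4 WT libraries. The mean of skeletal muscle was −2.29 with the *mtm* libraries of the first submission and 0.27 with the resubmitted libraries. With the *mtm* libraries of the first submission and the resubmitted libraries apart, the mean log2 fold change was 2.23 and 2.42 for the inflammatory list, 1.08 and 1.09 for the TNF-α list and 3.78 and 4.04 for the macrophage markers.

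**Figure D2:**
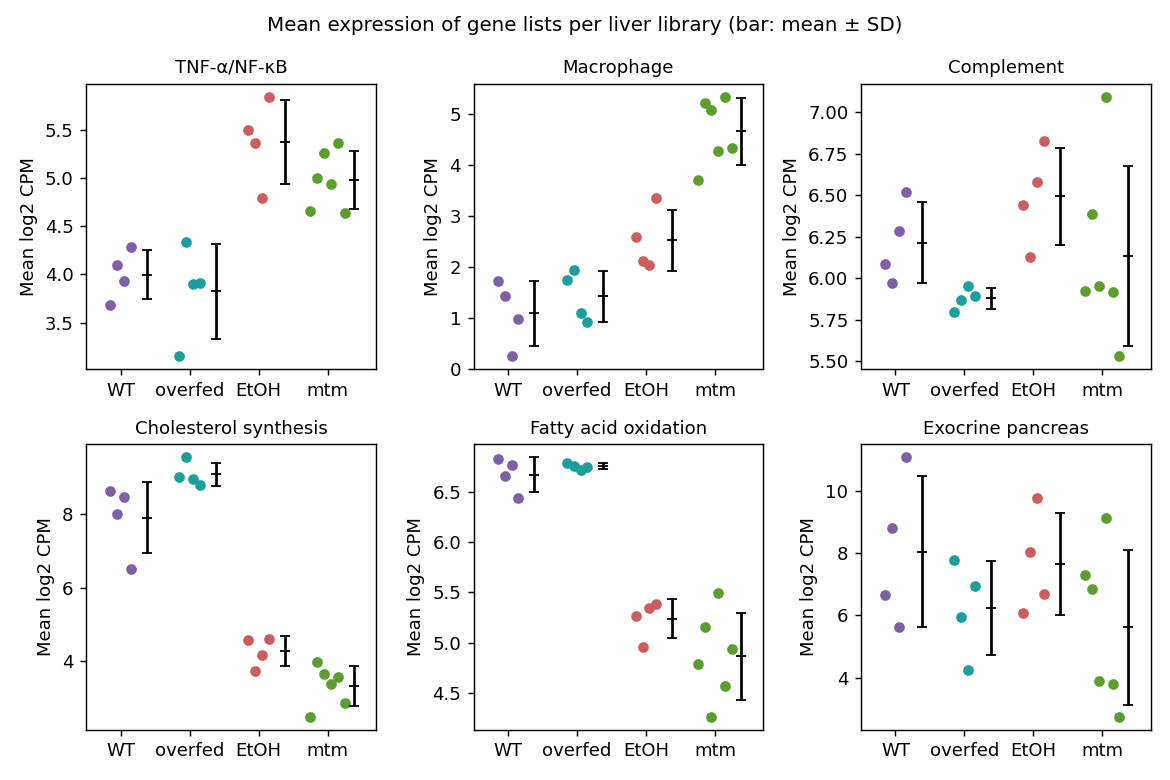
Mean log2 CPM of the tested genes of 6 lists in each liver library (points) by group, with the mean ± SD of the group beside them. All 6 *mtm* libraries lie above all 4 WT libraries for the TNF-α and macrophage lists and below them for cholesterol synthesis and fatty acid oxidation, while the groups overlap for complement and for exocrine pancreas.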

In addition to comparing the *mtm* liver transcriptome with models of hepatic steatosis, we also compared these data with RNA-Seq data on livers from *abcb11b*-knockout fish, a genetic zebrafish model of PFIC2 (Figure 5C). 

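The *abcb11b* experiment used livers of *abcb11b* mutants, which are meant to lack the bile salt export pump Bsep, and of their WT siblings. The methods and the labels give the age as 6 dpf, while the legend of Figure 5 gives 7 dpf. The names of the libraries in the count table contain DMSO, a common vehicle, which the sample labels and the description of this experiment in the paper do not mention. RNA of 20 livers was pooled for each replicate, with 3 replicates per genotype. The authors estimated reads per transcript with Salmon as above and gave a table of whole-number counts for 19707 genes, named by Ensembl identifier. The deposited values of WT sibling replicates 1 and 2 were identical for all 46486 transcripts and all 19707 genes, whereas no other pair of libraries shared more than 606 identical counts among the genes expressed in either. They were counted as 1 library, which leaves 3 libraries against 2. The libraries labelled mutant summed to 13427036, 11618953 and 12470398 counts and those labelled WT sibling to 10741267 and 10816295. The targeted gene, *abcb11b* (ENSDARG00000070078), had 108, 69 and 165 counts in the libraries labelled *abcb11b* mutant and 0 and 7 counts in the libraries labelled WT sibling. This is the reverse of a loss of *abcb11b* RNA in mutants. As RNA counts alone do not settle the genotype, directions below are between the libraries as labelled. The mean was 8.67 ± 3.95 CPM (SD, n = 3) in the libraries labelled mutant and 0.352 ± 0.498 CPM (SD, n = 2) in those labelled WT sibling, against 791 ± 239 CPM (SD, n = 4) in the WT livers of the 40-liver experiment. As the identical library carries the replicate numbers 1 and 2, no replicate number was used as a covariate. Of 11201 genes tested, 87 were higher and 49 lower in the libraries labelled mutant (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, limits as for *mtm* livers). A two-sided exact permutation test of 3 against 2 libraries cannot give a p under 0.1. The counts depend on this choice. With the replicate number as a covariate, they were 56 and 40 with the identical library as replicate 1. With it as replicate 2, 1743 genes had an unadjusted p under 0.05 and 0 were called. Leaving out mutant-labelled replicate 2 left 1 higher and 1 lower. The largest rises were those of *GAMT* (1062 ± 279 CPM in the libraries labelled mutant, n = 3, and 0.663 ± 0.0578 CPM in those labelled WT sibling, n = 2, log2 fold change 10.62, standard error 0.44) and *vtg3* (261 ± 34.95 and 1.77 ± 1.33 CPM, log2 fold change 7.19, standard error 0.53). Their adjusted p were 0.00134 and 0.0127 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest falls were those of *CYP7A1* (13.3 ± 5.35 and 366 ± 259 CPM, log2 fold change −4.78, standard error 0.55) and *apoa1a* (37.7 ± 24.5 and 914 ± 579 CPM, log2 fold change −4.60, standard error 0.78), with adjusted p of 0.0186 and 0.0413 from the same edgeR test with Benjamini-Hochberg adjustment. Of 12 alternatives, *CYP7A1* was past the threshold in 8 and *apoa1a* in 9. Each lost it in 2 of the 3 fits that left out a library. Identifiers were paired with the gene names of the 40-liver table through reference symbols that only 1 identifier carries, which left 5748 genes tested in both experiments. Of these, *bcl3*, *enpp6*, *si:dkey-21a6.5*, *specc1* and *ubap1la* were upregulated in both, 5 genes against 1.52 expected (one-sided Fisher's exact test, p = 0.0169). Another 9 genes were downregulated in both against 1.31 expected (one-sided Fisher's exact test, p = 3.67e-06). Among these 9 were *ahsg2*, *camk2d1*, *cbln8*, *dio1*, *fetub*, *gsta.1*, *gstt1b* and *pon1*. With the limit on the fold change left out, 10 genes were upregulated in both against 7.92 expected (one-sided Fisher's exact test, p = 0.265) and 25 downregulated in both against 7.28 expected (one-sided Fisher's exact test, p = 1.29e-08). Across the 5748 genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.0814.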

Although the 2 transcriptomes mostly exhibited distinct expression changes, there were common changes in both TNF-α signaling and complement pathway genes, suggesting some similarities with respect to inflammation (and similarities with pathways known to be dysregulated in cholestasis, as mentioned above).

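In the libraries labelled *abcb11b* mutant, the TNF-α/NF-κB list (36 genes tested) had a mean log2 fold change of −0.01 and a camera adjusted p of 0.583 over 21 lists. Of its genes, *bcl3* was higher (log2 fold change 4.02, standard error 0.59, adjusted p = 0.0289, from 1.28e-19 to 0.144 over 11 alternatives, past the threshold in 7 of these and in none of the 3 fits that left out a library), and *NFKBIE* (−1.55, standard error 0.28, adjusted p = 0.0501) and *tnfaip2a* (−1.96, standard error 0.44, adjusted p = 0.0780) were not past the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The complement cascade (22 genes tested) had a mean log2 fold change of 0.49 (camera adjusted p = 0.0386), with *c3a.2* at 16298 ± 7346 CPM (SD, n = 3) and 1908 ± 170.5 CPM (SD, n = 2), a log2 fold change of 3.09 (standard error 0.41, adjusted p = 0.0222 in the same edgeR test with Benjamini-Hochberg adjustment). Salmon divides reads between near-identical c3a copies, so this value is less certain. The complement list was not past the threshold with fry (adjusted p = 0.742), with an estimated correlation (adjusted p = 0.840) or without mutant-labelled replicate 3 (mean log2 fold change 0.24, adjusted p = 0.238), and its adjusted p ranged from 0.00134 to 0.840 over 10 alternatives. In *mtm* livers the complement list as a whole stayed level, as given above, with 9 genes higher and 4 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, *c6* was at 63.1 ± 13.7 CPM (SD, n = 6) in *mtm* and 19.8 ± 11.3 CPM (SD, n = 4) in WT livers (log2 fold change 1.90), *c4b* at 457 ± 229 and 130 ± 20.8 CPM (1.79), and *cfp* at 18.0 ± 10.5 and 2.28 ± 0.924 CPM (3.27). Of the *abcb11b* experiment, *c4b* was higher in the libraries labelled mutant without passing the threshold (log2 fold change 1.44, adjusted p = 0.0603 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). There *c4b* was past the threshold in 6 of 12 alternatives, and in *mtm* livers in 27 of 27. The inflammatory, macrophage and neutrophil lists were not past the threshold with camera in the libraries labelled *abcb11b* mutant. From TNF-α and complement genes changed in both experiments, the paper proposes similarities of the *mtm* and *abcb11b* livers with respect to inflammation.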

Importantly, we interrogated the RNA expression of known canalicular transporters including *mdr1* and *abcb11b* and found no statistically significant differences between WT and *mtm* livers, suggesting that the changes seen in transport expression were occurring at the protein level (Figure 5E and Supplemental Figure 2C). 

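The 4 genes of Figure 5E were compared between 6 *mtm* and 4 WT libraries. The *abcb11b* gene, which encodes Bsep, was at 592 ± 215 CPM (SD, n = 6) in *mtm* and 791 ± 239 CPM (SD, n = 4) in WT livers, a log2 fold change of −0.46 (standard error 0.30, adjusted p = 0.344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 868, 452 and 331 CPM in *mtm* replicates 1 to 3, 462, 624 and 813 CPM in replicates R1 to R3, and 1088, 846, 714 and 518 CPM in WT replicates 1 to 4 (two-sided exact permutation test, p = 0.205). The *pgp* gene, which Figure 5E takes as *mdr1* and for which the reference gives no product, was at 54.7 ± 45.1 and 56.8 ± 46.7 CPM (log2 fold change −0.12, standard error 0.59), and *abcc2* at 31.5 ± 40.2 and 34.1 ± 11.8 CPM (log2 fold change −0.45, standard error 0.59). Their adjusted p were 0.922 and 0.676 in the same edgeR test with Benjamini-Hochberg adjustment. For *abcc2*, *mtm* replicate 1 stood at 112 CPM and the other 5 *mtm* libraries at 6.36 to 27.6 CPM; without replicate 1 the log2 fold change was −1.10 (adjusted p = 0.0775 in the edgeR test with Benjamini-Hochberg adjustment, with a range of 0.0775 to 0.989 over 27 alternatives). With the first-submission *mtm* libraries alone, the direction of *pgp* (0.33) and *abcc2* (0.14) changed, and with the resubmitted libraries alone their log2 fold changes were −0.74 and −0.89. With standard errors of 0.30 to 0.59, log2 changes of this size in *abcb11b*, *pgp* and *abcc2* were not detectable. The *abcc3* gene was at 8.12 ± 3.87 CPM in *mtm* and 2.195 ± 2.13 CPM in WT livers, a log2 fold change of 2.72 (standard error 0.56, adjusted p = 0.00248 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 7.93, 5.46 and 13.37 CPM in *mtm* replicates 1 to 3 and 6.37, 12.1 and 3.50 CPM in R1 to R3, against 1.10, 1.45, 0.862 and 5.36 CPM in WT replicates 1 to 4 (two-sided exact permutation test, p = 0.00952). Its log2 fold change was 2.86 with the first-submission and 2.46 with the resubmitted *mtm* libraries alone, and that of *abcb11b* −0.63 and −0.33. Adjusted over the list alone, 1 of the 4 genes, *abcc3*, was past the threshold (adjusted p = 0.000628 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list of hepatobiliary transporters holds 11 tested genes, and at an adjusted p under 0.05 with no limit on the fold change it had 2 higher and 2 lower in *mtm* livers in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Beside *abcc3* these were, outside Figure 5E, *slco2b1* (25.6 ± 10.4 CPM in *mtm* and 11.9 ± 5.67 CPM in WT livers, log2 fold change 1.15, standard error 0.37, adjusted p = 0.0396), *abcg2a* (40.7 ± 15.0 and 101 ± 32.7 CPM, −1.16, standard error 0.30, adjusted p = 0.0110) and *slco1d1* (343 ± 173 and 762 ± 198 CPM, −1.14, standard error 0.32, adjusted p = 0.0181) in the same edgeR test with Benjamini-Hochberg adjustment. Over 27 alternatives *abcg2a* was past an adjusted p of 0.05 in 25, *slco1d1* in 24 and *slco2b1* in 14. The genes *abcb4* and *abcb5* were planned for this test but are not among the genes of the 40-liver table, so they could not be tested there. For *mdr1* this leaves only *pgp*, whose identity stays open. From the absence of significant differences in the RNA of canalicular transporters, the paper proposes that the changes in transporter expression occur at the protein level.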

Finally, we also compared the *mtm* liver transcriptome with that of isolated tails of *mtm* knockouts, which were enriched in muscle tissue (Supplemental Figure 2B). There were very few shared differentially regulated genes between the 2 samples and nearly no overlap with respect to pathway enrichment. This suggests that the changes identified in either sample represented tissue-specific changes and not global defects seen across cell types secondary to the loss of *mtm1*.

### Rab11 localization and expression is altered in mtm zebrafish.

Since bile transporter gene products are not reduced at the transcriptional level, we sought other explanations for the reduced gene transporter expression at the bile canaliculi. Bile transporter localization to the canalicular membrane is mediated by trafficking through PI(3)P/Rab11-positive subapical compartments (SACs) (31). We therefore examined Rab11 distribution in WT and *mtm* larvae. In WT larvae, Rab11 clustered around the canaliculi, in close association with Mdr1 (Figure 6A). In contrast, in *mtm* larvae, Rab11 was found to be dispersed throughout the cytoplasm, in large cytoplasmic aggregates with loss of pericanalicular localization (Figure 6B). This suggests that the Rab11 trafficking complex was disrupted in *mtm* zebrafish and presents a possible mechanism by which bile transporter gene expression was reduced (i.e., failure to properly traffic to the canalicular membrane).

### Mtm1-GFP localizes to the bile canaliculus and plasma membrane.

In order to visualize the localization of Mtm1 in the liver, we generated a *Tg*(*fabp:mtm1-GFP)* transgenic line that drives expression of Mtm1 tagged with GFP in all hepatocytes (Figure 7A). Examination of its subcellular localization in WT fish revealed expression at the plasma membrane and bile canaliculi. Using coimmunostaining, we determined that the canalicular fraction of Mtm1-GFP colocalized with Mdr1 and Rab11 (Figure 7C).

### Hepatocyte reexpression of Mtm1 rescues the cholestatic phenotype of mtm zebrafish.

We next used the *mtm1-GFP* transgene to restore *mtm1* expression exclusively to hepatocytes by crossing the transgenic line into our *mtm* zebrafish. Upon reexpression in the *mtm* mutants, we found that expression of both Mdr1 and Rab11 proteins was increased and that they were restored to their normal localization at the canaliculus (Figure 7C). Furthermore, we observed functional improvement of bile transport, as the abnormal BODIPY staining seen in *mtm* larvae was ameliorated, albeit not to WT levels (Figure 7B). Hepatocyte reexpression of Mtm1 thus appeared to be sufficient to rescue (at least in part) the cholestatic defects seen in *mtm* zebrafish. Of note, we still observed increased Oil Red O staining, as well as dilation of the biliary tree, suggesting that the steatosis and dilated bile duct phenotypes may be driven by Mtm1 expression and function in cell types other than hepatocytes (Supplemental Figure 3).

### Targeted chemical screen identifies a DNM2 inhibitor as a modifier of mtm liver phenotypes.

Using our previous knowledge of modifiers of the muscle phenotype of XLMTM (16, 25, 32–36), we performed a small-scale chemical modifier screen using the BODIPY assay as a readout (Figure 8A). *mtm* zebrafish were treated with chemicals at 3 dpf onward and later fed twice for 1 hour with BODIPY — once at 5 dpf and once at 6 dpf. Fish were screened for gallbladder fluorescence after the 6 dpf feeding. One class of chemicals, DNM2 inhibitors, produced 2 positive hits on our screen: Dynasore, a pan-dynamin inhibitor that also influences cholesterol homeostasis (37), and Dyngo-4a, a DNM2-specific inhibitor (38). Both drugs partially rescued the bile flow phenotype across 3 replicates (Figure 8B). We then sought (for Dynasore) to determine whether this functional rescue is associated with improvement in canalicular structure. We did this by immunostaining for Mdr1 and Rab11 and found that localization of both proteins was restored to their WT locations, albeit with qualitatively lower protein levels (Figure 8C).

## Discussion

The emergence of fatal liver disease as an adverse event in the gene therapy trial for X-linked myotubular myopathy and the finding of intrahepatic cholestasis in untreated patients (8) have raised the question of whether loss of MTM1 itself is associated with liver pathology and, if so, via what mechanism. In this study, we conclusively demonstrate, using the zebrafish model system, that *mtm1* mutation can directly result in liver abnormalities with cholestatic features. Furthermore, these liver changes were hepatocyte autonomous, as they could be rescued by hepatocyte-exclusive reexpression of the *mtm1* gene and were likely related to aberrant membrane trafficking. Finally, we show in a pilot chemical screen that DNM2 inhibition could ameliorate aspects of the liver phenotype, thus presenting a potential pathway for treating this emerging and serious aspect of the disease.

MTM1 is a ubiquitously expressed protein with a critical function in vitro in regulating vesicular sorting through the endosome (39). Its function in vivo has remained much less well established, despite the plethora of knowledge related to the consequences of its loss in skeletal muscle. Furthermore, a requirement for MTM1 in nonmuscle tissues has yet to be established. In this study, we provide convincing evidence of a role for MTM1 in the liver and present data to suggest a potential function. Specifically, using a transgenic Mtm1-GFP construct, we visualized Mtm1 in the liver at the plasma membrane and in close approximation to a Rab11 compartment that contains bile acid transport proteins. This compartment is likely the subapical compartment that is enriched with PI(3)P, one of MTM1’s lipid substrates (40, 41). Rab11 is implicated in the transport of bile transport proteins to the canaliculus and probably does so in a PI(3)P-dependent fashion. We thus hypothesized that MTM1’s function in the liver is to control (via Rab11 regulation) transporter trafficking to the canalicular membrane (Supplemental Figure 4). Interestingly, pathogenic variants in several components of the endosomal system (e.g., in VP16 and VPS33A) cause cholestatic liver disease in humans that is accurately modeled by loss-of-function mutations in the zebrafish (42, 43). Thus, overall, it appears very possible that the endosomal system is critically at the intersection of canalicular membrane formation and maintenance and is required for normal bile acid transport to occur.

The pathology identified in *mtm* zebrafish was consistent with both cholestasis and hepatic steatosis, abnormalities in keeping with the those thus far reported in patients with XLMTM (8). The loss of BSEP protein expression in the *mtm* zebrafish was intriguing because, in humans, mutations in *ABCB11* (the gene that encodes BSEP) are associated with 2 forms of cholestatic liver disease: progressive familial intrahepatic cholestasis (PFIC) and benign recurrent intrahepatic cholestasis (BRIC) (12). The fact that recurrent episodes of pauci-symptomatic cholestasis have been described in a few patients with XLMTM suggests shared symptomatology with BRIC. If, like the *mtm* zebrafish, patients with XLMTM also demonstrate reduced BSEP protein expression, the 2 disorders may in fact be similar in many ways (8), and/or variability in underlying *ABCB11* gene expression may be a critical modifier of the XLMTM liver phenotype. Of note, decreased BSEP expression was observed in liver biopsy samples from patients with XLMTM in a recent case series (8). These patients were excluded for pathogenic variants in *ABCB11* (8), although nonpathogenic expression–modifying variants (e.g., expression quantitative trait loci [eQTLs]) were not evaluated.

In terms of the severity and/or frequency of events in patients, we speculate that they may be triggered by environmental factors such as diet and/or infection. All 5 patients in the recent case series had suspected antecedent viral infection. Such potential precipitants will be explored in future experiments using our zebrafish model. The interrelationship with progressive, fatal cholestatic liver disease in XLMTM and adeno-associated virus 8 (AAV8) exposure also remains to be better understood. Unfortunately, zebrafish do not readily take up AAV (44), and thus at present we are not able to evaluate this interaction. Therefore, there is a need to model XLMTM-related liver disease in other systems, or else to modify the zebrafish in some way so that it can be infected with AAV. In this regard, induced pluripotent stem cell–derived (iPSC-derived) models are a promising consideration, and experimentation is currently underway in our laboratory to establish hepatocytes from iPSCs with *MTM1* mutations (45).

Obviously, an important goal of this work is to identify potential interventions that may ameliorate or prevent episodes of cholestasis in patients, particularly in the setting of AAV exposure. To address this, we performed a pilot chemical screen and identified two DNM2 inhibitors as chemicals that can improve bile flux. While these specific inhibitors have not been used in humans, a genetic strategy for lowering DNM2 expression has recently been tested in a limited clinical trial for XLMTM. This strategy uses an antisense oligonucleotide to reduce DNM2 mRNA and protein levels (34). It showed great success at improving the skeletal muscle pathology in the mouse model of XLMTM but met with dose-limiting toxicity in the recent first-in-human clinical trial. One consideration may be that a short course of DNM2 inhibition (either genetic or chemical), given around the time of gene therapy, could reduce liver toxicity and enable successful transduction into the skeletal muscle. Given DNM2’s well-recognized role as a regulator of endocytosis and membrane trafficking, the fact that DNM2 inhibition improved the liver phenotype in our *mtm* zebrafish reinforces our hypotheses that MTM1 functions as a regulator of bile transporter trafficking and that MTM1-dependent abnormalities in the canalicular membrane are due to defective endosomal function.

In total, using the zebrafish model system, we show that Mtm1 is required for the normal formation and maintenance of liver structure and function and specifically identify a role for Mtm1 in canalicular structure and function. We uncovered a potential therapeutic strategy for MTM1-related liver disease (i.e., DNM2 inhibition) and set the groundwork for future investigation into MTM1 liver function and into factors and triggers that may modulate the cholestatic phenotype.

## Methods

### Zebrafish maintenance.

Zebrafish (AB strain) were raised at 28.5°C and maintained at the Zebrafish Facility at the Hospital for Sick Children in Toronto, Ontario, Canada. Experiments were performed on embryos and larvae between the ages of 3 and 7 days.

### Oil Red O staining.

At 5 dpf, zebrafish were fixed overnight in 4% PFA and washed 3 times in PBS-T (PBS plus 0.1% Tween). Fish were stained for 15 minutes in a mixture of 300 μL Oil Red O mixture (0.5% Oil Red O in 100% isopropyl alcohol) and 200 μL double-distilled H2O (ddH_2_O). After staining, fish were rinsed 3 times with PBS-T and then twice more in 60% isopropyl alcohol diluted in water. Fish were then mounted in glycerol and imaged.

### BODIPY feeding experiments.

BODIPY C12 was reconstituted in 1 mL 100% ethanol and mixed with 1 mL chloroform. This was then combined with 0.5 g AP-100 and left to evaporate for 3 hours in a fume hood. Thirty 5 dpf zebrafish from each condition were fed 4.5 mg AP-100/BODIPY for 1 hour and then anesthetized and imaged on a Zeiss Axio Zoom macroscope. Fish were scored for fluorescence in the intestine (indicating that they had fed) and then for fluorescence in the gallbladder.

### Bile acid quantification.

Zebrafish (5 dpf) were anesthetized in 0.1% tricaine and frozen at –80°C. They were then shipped to the Baylor Research Institute Center for Metabolomics (Houston, Texas, USA), where bile acids were quantified using the AbsoluteIDQ Bile Acids Kit (Biocrates).

### Whole-mount immunofluorescence staining.

Zebrafish (57 dpf) were anesthetized in 0.1% tricaine and fixed in 4% PFA overnight at 4°C. The next day, they were washed 3 times in PBSTx (PBS plus 1% Triton X-100), permeabilized in acetone for 1 hour at –80°C, washed twice in ddH_2_O and PBSTx, blocked for 2 hours in 5% BSA plus 10% goat serum, and incubated with primary antibodies overnight at 4°C. The next morning, fish were washed 8 times for 15 minutes each in PBSTx and incubated overnight with a secondary antibody at 4°C. On the third day, the samples were washed 8 times for 15 minutes each with PBSTx, bleached using a mixture of H_2_O_2_ and KOH for 10 minutes, washed 3 times more in PBSTx, and then imaged on a Leica SP8 Lightning confocal microscope.

### Immunofluorescence staining of zebrafish sections.

At 5–7 dpf, zebrafish were anesthetized in 0.1% tricaine and fixed in 10% formalin overnight at room temperature (RT), and then embedded in paraffin blocks and sectioned at 2–4 nm thickness. Slides were dewaxed through 2 changes of xylene and hydrated through 100%, 90%, and 70% ethanol. Antigen retrieval was performed using a pressure cooker, and then slides were treated with H_2_O_2_ and methanol for peroxidase inhibition. Blocking was performed using 10% goat serum in PBS plus 0.1% Tween 20 (PBS-T) for 1 hour at RT, and then slides were incubated with a primary antibody for 1 hour, washed for 15 minutes in PBS-T, and incubated 30 minutes in secondary antibody. Slides were mounted using Prolong Diamond and cured at RT for 48 hours before proceeding to imaging on a Leica SP8 Lightning confocal microscope. The following antibodies were used: Mdr1 (Thermo Fisher Scientific, BS-0563R, 1:100); BSEP (MilliporeSigma, HPA019035, 1:100); BSEP (Abcam, ab155421, 1:200); GFP (Abcam, ab252881, 1:100); Rab11 (Genetex, GTX127328, 1:300); and 2F-11 (Abcam, ab71286, 1:100).

### Transgenic zebrafish lines.

The *Tg*(*Tp1:GFP)* line (ZDB-ALT-090625-1) and the *Tg(fabp10:GFP-CAAX*) line (ZDB-ALT-160405-2) were both imported from the Zebrafish International Resource Center (ZIRC).

### Bile canaliculi and biliary tree quantification.

Bile canaliculi quantification was performed using the Imaris 10 spots module. Five *Z*-stacks each of WT and *mtm* livers were input, using the same size region of interest (ROI) for each image. Bile duct quantification was performed using the Imaris 10 filaments module. Entire *Z*-stacks were imported into the software, and the filaments wizard was used to define soma and segments. Segment length and mean segment diameter were used for statistical analysis.

### TEM.

Zebrafish (5–7 dpf) were anesthetized in 0.1% tricaine and fixed in Karnovsky’s fixative (2.5% glutaraldehyde plus 2% PFA in 0.1 M cacodylate buffer, pH 7.5) overnight at 4°C. Samples were then washed 3 times for 5 minutes each in 0.1 M cacodylate buffer, postfixed in 1% osmium for 1.5 hours at RT, and then washed again. Samples were dehydrated through serial ethanol washes (70%, 90%, 95%, 100%), infiltrated with Epon, and embedded in Epon in a 60°C oven for 24–48 hours. A Leica Ultracut ultramicrotome was used to cut semi-thin (1 μm) and ultra-thin (90 nm) sections, which were then transferred to 200 nm copper grids. Grids were stained with 2% uranyl acetate at RT for 20 minutes, washed 7 times with MilliQ water, stained with lead citrate for 5 minutes, and then washed 7 times again. Samples were imaged using an FEI Tecnai 20 transmission electron microscope.

### Mtm1 rescue.

*The Tg*(*fabp:mtm1-GFP*) line was generated by gateway cloning. A middle entry clone possessing the zebrafish *mtm1* full-length coding sequence was purchased from Thermo Fisher Scientific. *Tg*(*fabp:mtm1-GFP*) zebrafish were crossed into the *mtm1+/*Δ*8* background and raised to adulthood. Offspring were again crossed into the *mtm1+/*Δ*8* background for experiments.

### BODIPY drug screen.

At 3 dpf, 10 *mtm* zebrafish were placed into 24-well plates, each containing 2 mL system water and a chemical (in 0.1% DMSO vehicle). At 5 dpf, the fish were fed once with AP-100 mixed with BODIPY. At 6 dpf, fish were fed again with AP-100/BODIPY and screened for gut and gallbladder fluorescence. Compounds screened and concentrations can be found in Supplemental Table 1.

### Comparative transcriptomic experiment and analysis.

Forty livers per replicate (*n* = 4–5 replicates per group) were dissected under a bright-field microscope at 7 dpf and then pooled prior to RNA extraction using the QIAGEN RNAeasy Micro kit. Animals in the overfed group were given 6 times the normal amount of food at each feeding from day 5 to day 7, while EtOH-treated animals were exposed to 2% ethanol for 32 hours prior to sample collection. The presence of hepatic steatosis was confirmed in both groups.

Samples were submitted to The Centre for Applied Genomics (TCAG). The SMART-Seq v4 Ultra Low Input RNA kit (Takara Bio) was used for the cDNA conversion. Library preparation followed the protocol of the Nextera XT library prep kit. Libraries were quality controlled (run on the Bioanalyzer DNA High Sensitivity chip to check for size and quantified by quantitative PCR (qPCR) using the Kapa Library Quantification Illumina/ABI Prism Kit protocol). All libraries were pooled and sequenced on 2 lanes on the Illumina NovaSeq SP flowcell paired-end 2 × 100 bp.

Quality control (QC) and analysis of the RNA-Seq data were performed with the Audentes internally developed bioinformatic pipeline. AWS cloud computing platform was used for the analyses.

FASTQ files from the different runs were merged using “cat.” The merged paired FASTQ files for each sample were run through FastQC (version 0.11.09) to obtain general QC metrics. Adapters were trimmed by Trim Galore (version 0.6.6). Salmon3 (version 1.4.0) was used for our alignment-free pipeline. Adapter-trimmed reads were used as input. The genome index built from the *Danio rerio* reference genome (GRCz11) with associated transcript annotations (GENCODE, version GRCz11.103) was used.

We quantified gene expression using raw counts and kept the genes that showed at least 5 reads in 80% of the samples. We performed differential expression gene testing with DESeq2 (version 1.24.0, R package) using default settings. Replicate was used as covariates within the DESeq2 model. Statistical significance was set a 5% FDR (Benjamini-Hochberg). The Bioconductor package fgsea (version 1.10.1, R package), was used for gene set enrichment analysis (GSEA). Differential expression analysis was conducted for mtm-mutant livers versus WT as well as for 2 other models of liver steatosis (ethanol-treated embryos and overfed embryos) against the WT.

### RNA-Seq for liver samples from WT and abcb11b mutants.

Total mRNAs were extracted from pools of dissected livers from 6 dpf *abcb11b* mutants and WT siblings, 20 livers per replicate and 3 replicates per genotype, using an Arcturus PicoPure RNA isolation kit (Applied Biosystems, KIT0204). Samples were submitted to Novogene for library preparation and RNA-Seq using the vendor’s standard protocol. Bioinformatics analysis was performed as described above.

### qPCR.

A total of 25 whole 5 dpf zebrafish larvae were collected for each condition, and RNA was extracted using the RNeasy Mini kit (QIAGEN, 74106). Three biological replicates were used for each condition. cDNA was made using the High Capacity RNA to CDNA kit (Thermo Fisher Scientific, 4387406), and qPCR was performed using the StepOnePlus qPCR system (Thermo Fisher Scientific, 4376600). The primers used are listed in Supplemental Table 2.

### Zebrafish morpholino injections.

*Tg*(*sox17:GFP*) embryos were injected at the 1-cell stage with 3 nL of 0.6 mM Mtm1 morpholino (ZDB-MRPHLNO-100325-1) (1). They were then examined at 2 dpf on a Nikon A1R confocal. Fish were later checked for fin fold degradation to confirm Mtm1 knockdown.

### Statistics.

All statistical analyses were performed using GraphPad Prism (GraphPad Software), and a *P* value of less than 0.05 was used to determine statistical significance. BODIPY gallbladder fluorescence (Figure 1D) was analyzed with a 2-tailed Fisher’s exact test. Bile acid quantifications (Figure 1E) were analyzed with an unpaired, 2-tailed *t* test. Bile duct complexity data (Figure 2C) were analyzed with a 2-tailed Mann-Whitney *U* test. Quantification of bile canaliculi (Figure 2, D–G) was analyzed with an unpaired, 2-tailed *t* test. Rescue of the BODIPY phenotype (Figure 7B) was analyzed with a 1-tailed Fisher’s exact test. The BODIPY results after Dynasore treatment (Figure 8B) were analyzed with a 2-tailed Fisher’s exact test. Segment length and mean segment diameter were used for statistical analysis by Mann Whitney *U* test in GraphPad Prism (GraphPad Software).

### Study approval.

All zebrafish protocols used in this study were approved by the Animal Care Committee at the Peter Gilgan Centre for Research and Learning (PGCRL) (Toronto, Ontario, Canada) at the Hospital for Sick Children (protocol 1000052731), with the exception of the *abcb11b* transcriptomic data studies, which were performed under the approval of the Cincinnati Children’s Hospital Medical Center IACUC (protocol A3108-01). All zebrafish procedures were performed in strict accordance with the Animals for Research Act of Ontario and the Guidelines of the Canadian Council on Animal Care.

### Data availability.

All RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE235571). Raw data supporting all graphs can be found in the Supporting Data Values file.

## Author contributions

SK, ARD, and JJD conceptualized the study. Data acquisition and interpretation: SK, ARD, EA, GA, JV, MWL, JLE, CY, and JJD acquired and interpreted data. ARD and JJD supervised the study. SK wrote the original draft of the manuscript. SK, ARD, EA, BMK, GA, MWL, JV, CY, and JJD reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
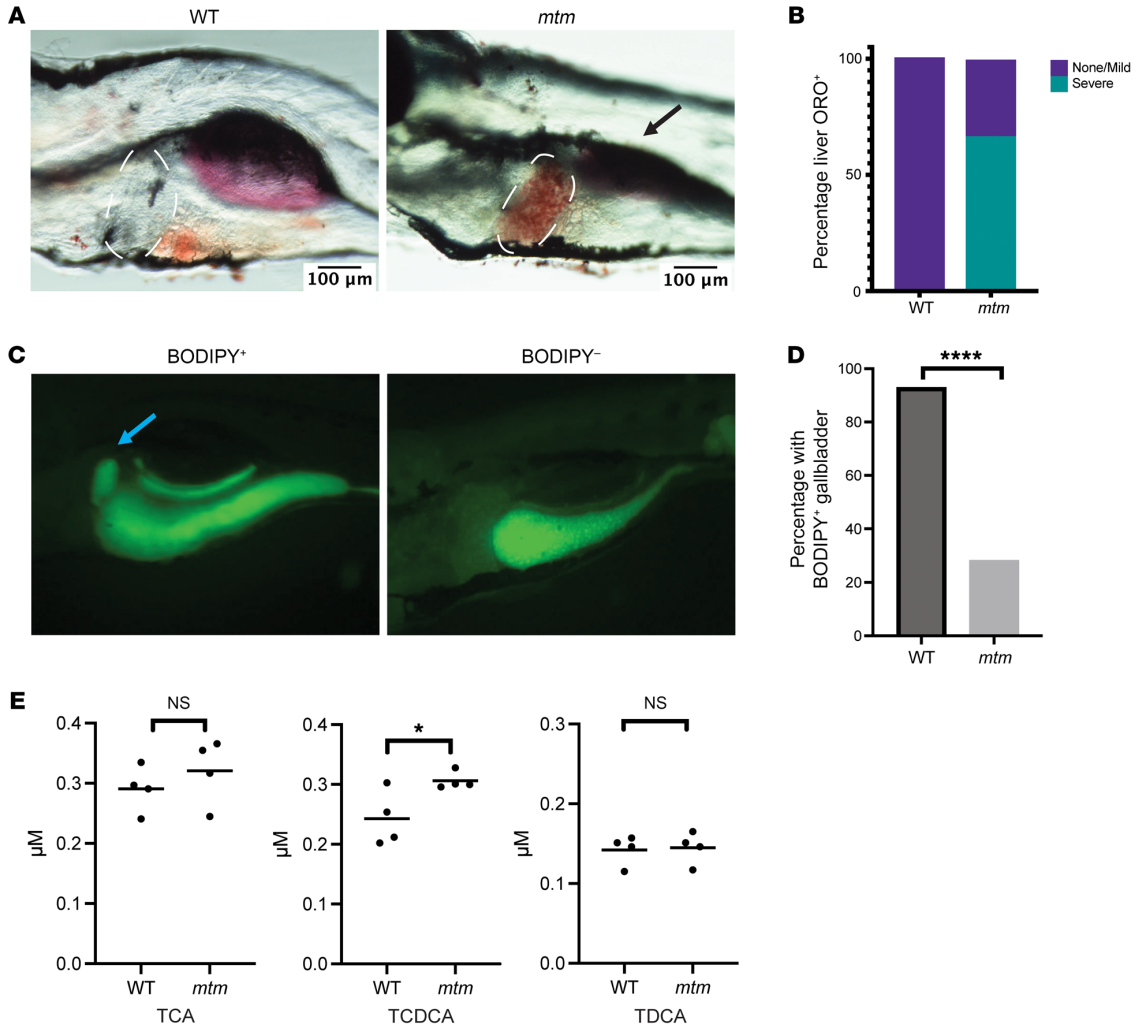
*mtm* zebrafish show evidence of hepatic steatosis and cholestasis. (**A**) Oil Red O staining shows hepatic steatosis in 5 dpf zebrafish larvae. Dashed lines outline the liver, where there is evidence of lipid accumulation in *mtm* zebrafish. Black arrow denotes the swim bladder, which is not properly inflated in *mtm* mutants. Scale bars: 100 μm. (**B**) Quantification of Oil Red O in liver (*n* = 10 fish for each condition). No WT larvae had severe steatosis compared with 66% of *mtm* larvae. (**C**) BODIPY feeding assay showed impaired bile flux in *mtm* larvae. WT and *mtm* zebrafish were fed AP-100 fish food mixed with BODIPY C12. Representative images are shown of fish with positive and negative gallbladder fluorescence. Blue arrow denotes the gallbladder. Original magnification, ×25. (**D**) Quantification of gallbladder fluorescence combining 2 independent biological replicates (*n* = 30 fish per replicate). Ninety-three percent of WT larvae exhibited gallbladder fluorescence after BODIPY exposure, whereas only 28% of *mtm* larvae showed gallbladder fluorescence (****P < 0.0001, by Fisher’s exact test). (**E**) Comparisons of individual bile acids at 5 dpf. TCA, TCDCA, and TDCA are 3 conjugated, hydrophobic bile acids that can cause toxicity when their levels are elevated. TCA and TDCA levels appeared unchanged, whereas TCDCA levels were elevated in *mtm* larvae (*P = 0.039, by unpaired, 2-tailed *t* test).

**Figure 2:**
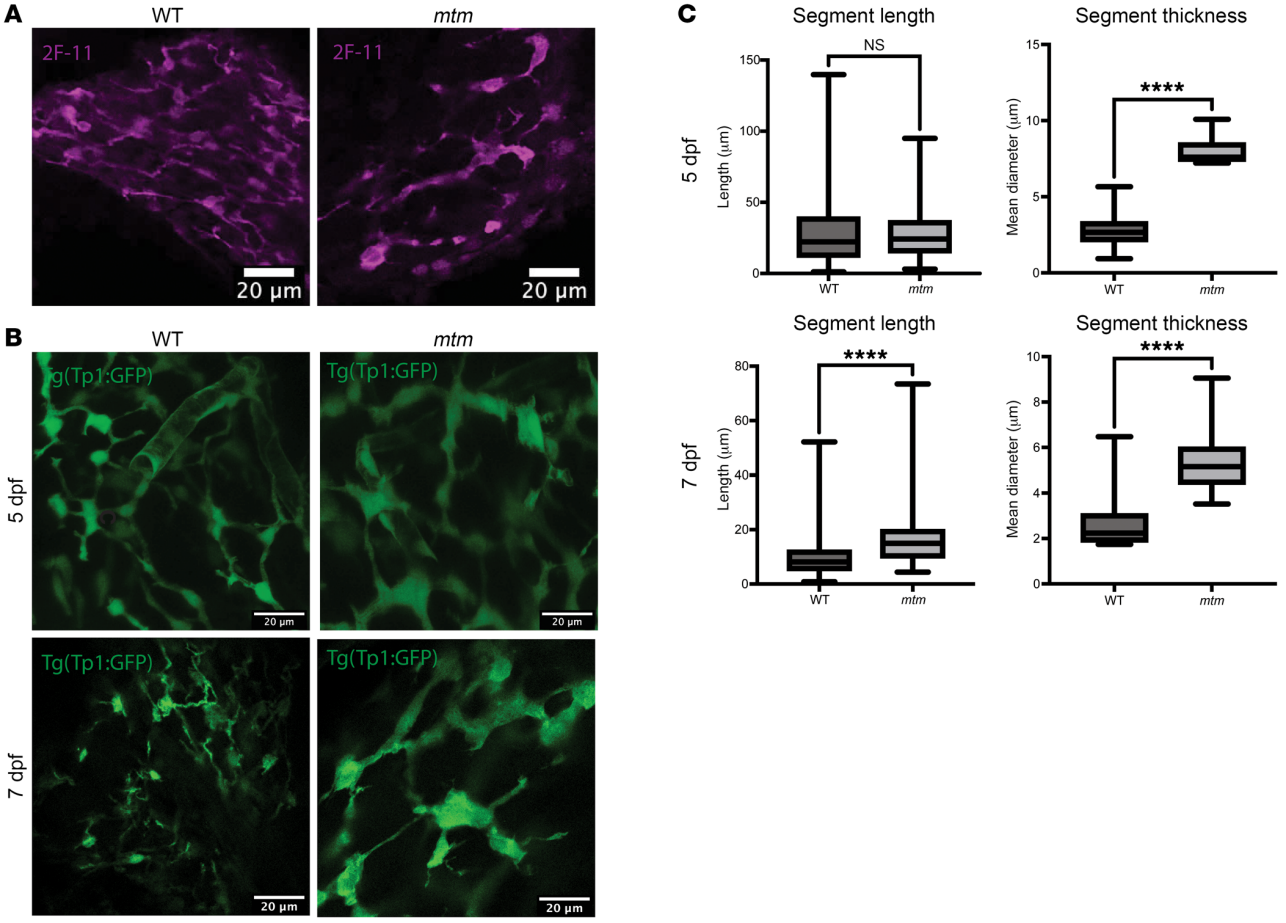
*mtm* zebrafish have dilated bile ducts with reduced branching. (**A**) Whole-mount immunostaining of 7 dpf zebrafish larvae with 2F-11, an antibody that stains bile ducts. The *mtm* biliary tree was simplified and dilated as compared with the WT sibling. Scale bars: 20 μm. (**B**) Live-image analysis of *Tp1:GFP* bile duct transgenic line at 5 dpf and 7 dpf. The simplified and dilated *mtm* bile ducts seen with 2F-11 staining were also observable by this technique. Defects were more severe at 7 dpf compared with 5 dpf. Scale bars: 20 μm. (**C**) Quantification of biliary tree segment length and thickness using the Imaris filaments module. The segment length was unchanged at 5 dpf (WT median = 22.22, *mtm* median = 24.24, *P* = 0.43) but increased in *mtm* larvae by 7 dpf (WT median = 8.14, *mtm* median = 15.0, ****P < 0.0001), suggesting a reduction in branch complexity. Segments were thicker in *mtm* larvae as early as 5 dpf (WT median = 2.27, *mtm* median = 7.60, ****P < 0.0001), and this trend continues at 7 dpf (WT median = 2.24, *mtm* median = 5.15, ****P < 0.0001). Statistical significance was determined by Mann-Whitney *U* test.

**Figure 3:**
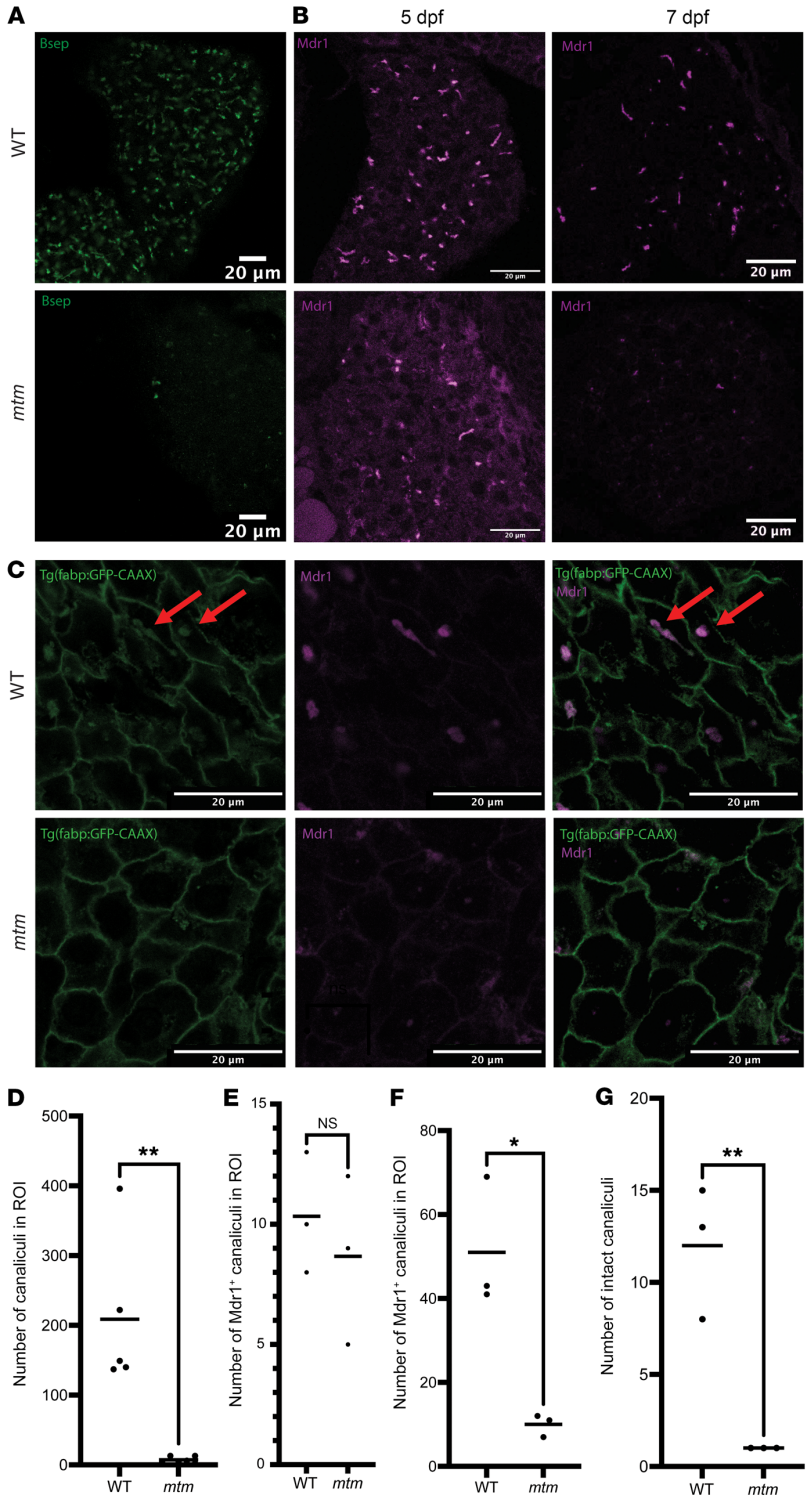
Bile acid transport protein expression is altered in liver from *mtm* zebrafish. (**A**) Immunofluorescence staining of whole-mount zebrafish at 7 dpf using anti-Bsep. In *mtm* larvae, Bsep staining was essentially undetectable. Scale bars: 20 μm. (**B**) Immunofluorescence staining of paraffin sections of whole zebrafish examined at 2 time points: 5 dpf and 7 dpf. Scale bars: 20 μm. (**C**) Coimmunofluorescence staining of sectioned 7 dpf zebrafish for GFP-CAAX, a membrane marker, as well as Mdr1. Costaining revealed reduced canaliculi numbers and altered morphology in *mtm* embryos. As seen in **B**, Mdr1 staining was also absent. Red arrows point to examples of canaliculi that were positive for both GFP-CAAX and Mdr1. Scale bars: 20 μm. (**D**) Quantification of Bsep^+^ canaliculi in WT versus *mtm* larvae in **A** at 7 dpf. Bsep^+^ puncta were reduced in *mtm* larvae (WT mean = 208.8 ± 110.3, *mtm* mean = 7.18 ± 4.71, **P = 0.0014, by unpaired, 2-tailed *t* test). (**E** and **F**) Quantification of Mdr1^+^ canaliculi in sectioned WT and *mtm* larvae from **B**. At 5 dpf (**E**), the WT and *mtm* images had similar numbers of puncta (WT mean = 10.33 ± 2.517, *mtm* mean = 8.667 ± 3.512, *P = 0.5406, by unpaired, 2-tailed *t* test). At 7 dpf, the number of Mdr1^+^ puncta in *mtm* larvae was greatly reduced (WT mean = 51 ± 15.62, *mtm* mean = 10 ± 2.65, **P = 0.011, by unpaired, 2-tailed *t* test). (**G**) Quantification of GFP^+^ canaliculi in **C**. There were significantly more intact canaliculi in WT livers than in *mtm* livers (WT mean = 12.0 ± 3.61, *mtm* mean = 1.0 ± 0, **P = 0.0062, by unpaired, 2-tailed *t* test).

**Figure 4:**
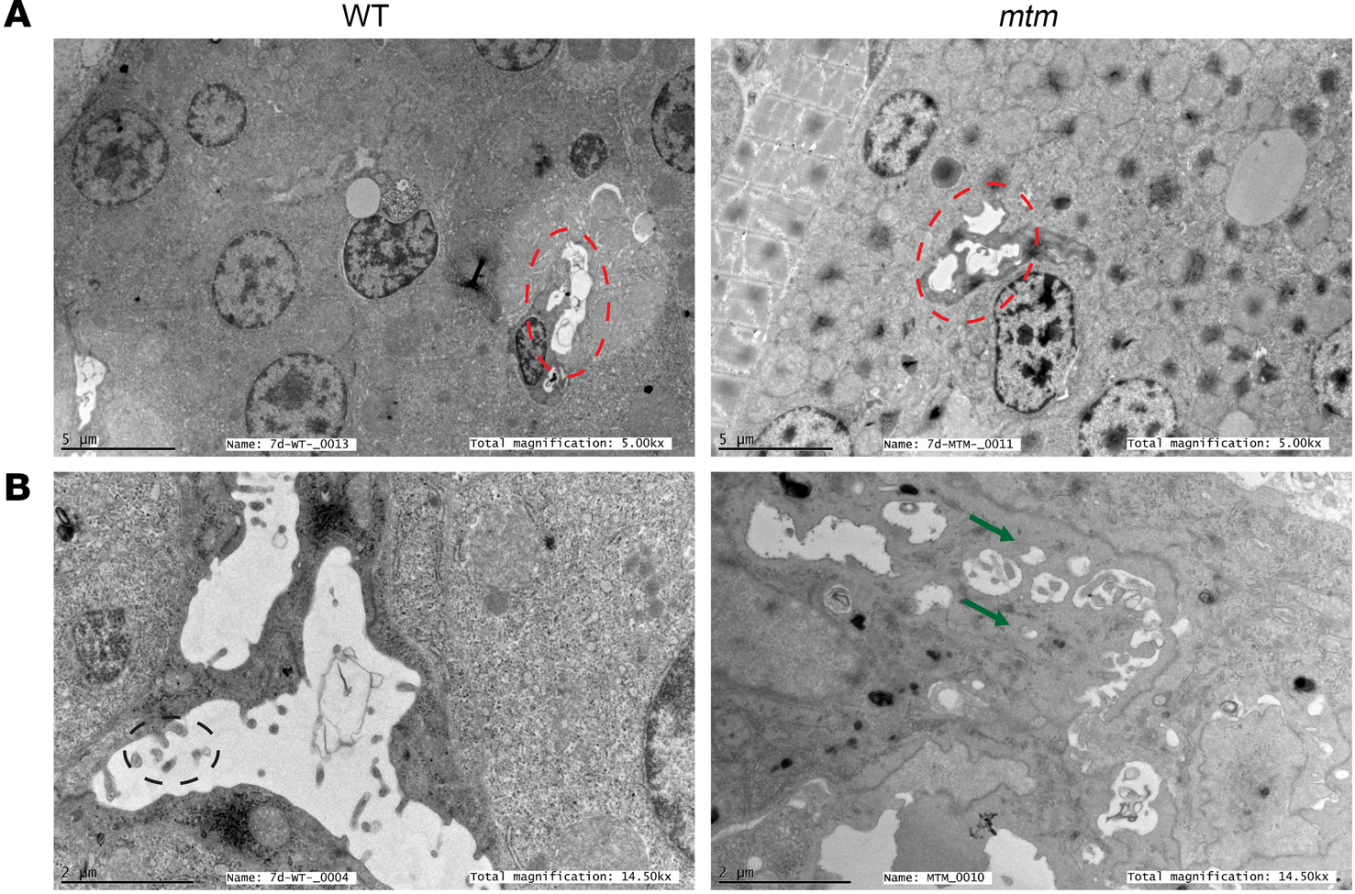
Canalicular ultrastructure is disrupted in *mtm* zebrafish. Electron microscopy of whole 7 dpf zebrafish was used to define liver ultrastructure. (**A**) Magnification (original magnification, ×5,000; scale bars: 5 μm) showing multiple hepatocytes, with bile canaliculi outlined by red dashed lines. Fragmentation of *mtm* canaliculi was already visible at this magnification. (**B**) Higher-magnification visualization of bile canaliculi (original magnification, ×14,000; scale bars: 2 μm). In the WT panel, canalicular microvilli are apparent (black dashed circle). In the *mtm* sample, the canaliculus is devoid of microvilli. Green arrows point to fragmented parts of the canaliculus. *n* = 3 zebrafish per genotype.

**Figure 5:**
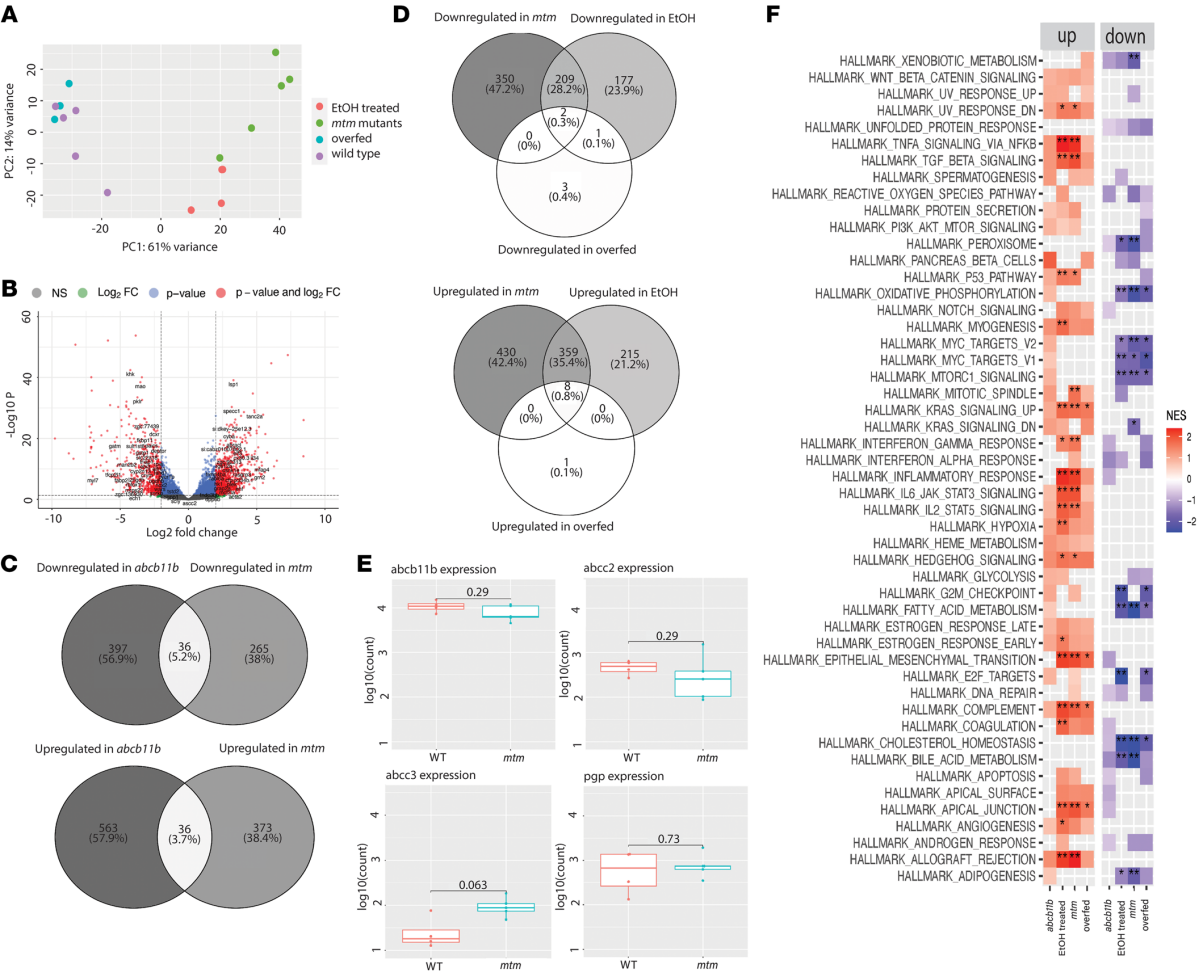
Livers from *mtm* zebrafish exhibit widespread transcriptional changes. Comparative RNA-Seq from isolated livers from 7 dpf larvae from the following conditions: WT, *mtm* mutants, WT exposed to a high-fat diet (overfed), WT exposed to alcohol (EtOH-treated), and *abcb11b* mutants (panel **F** and Supplemental Figure 2). (**A**) PCA shows that transcriptomes from *mtm* zebrafish segregated together and were distinct when compared with WT and the other pathologic conditions. (**B**) Volcano plot showing differential expression between *mtm* and WT livers. There were 797 transcripts upregulated and 561 transcripts downregulated in the *mtm* mutants (absolute [log_2_ fold change (FC)] >2 vs. WT, adjusted *P* = 0.05). (**C**) Venn diagrams comparing *mtm* fish with *abcb11b*-knockout fish. These transcriptomes had little overlap. (**D**) Venn diagrams showing comparisons between *mtm* zebrafish and fish treated with a high-fat diet or alcohol. In general, the individual transcriptomes were distinct and with little overlap. (**E**) Direct interrogation of transcripts from genes encoding canalicular transport proteins. There were no statistically significant changes between WT and *mtm* zebrafish, indicating that the expression changes seen in *bsep* (*abcb11b*) and *mdr1* (*pgp*) were at the posttranscriptional level. (**F**) Pathway analyses of the various conditions using the fgsea (version 1.10.1 R package) analytic tool. The most striking differences were found in pathways representing inflammation and immune responses, which are shared in part between *mtm* and *abcb11b* mutants.

**Figure 6:**
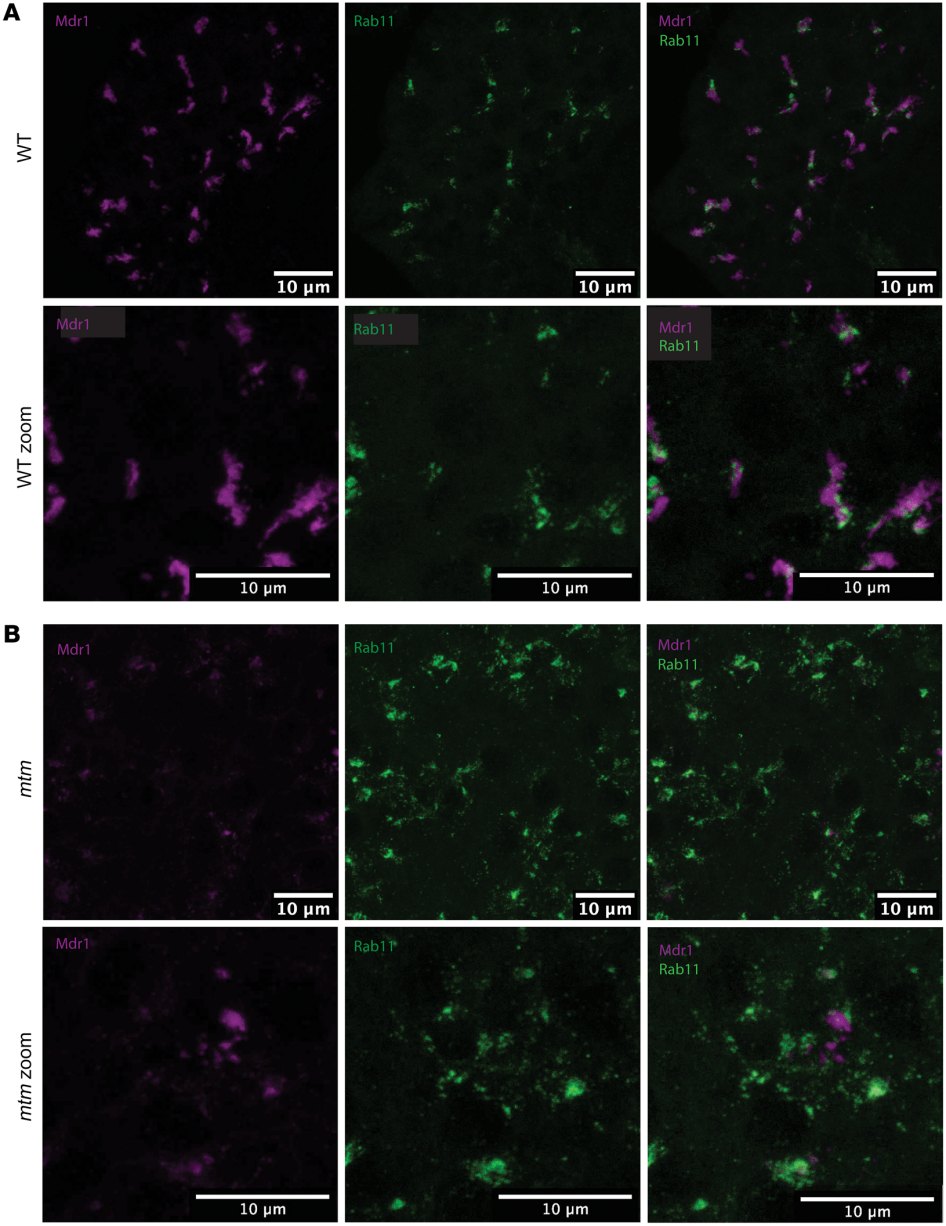
Altered recycling endosomal trafficking in *mtm* livers. Confocal images of 7 dpf zebrafish sections immunostained for Mdr1 (purple) and Rab11 (green), shown at lower and higher magnification. Mdr1 is a canalicular transporter, and Rab11 is a GTPase found on recycling endosomes. (**A**) Rab11 clustered around the canaliculi in WT larvae. (**B**) In *mtm* larvae, Rab11 localization was more diffuse throughout the cytoplasm. Scale bars: 10 μm (zoom view of the images above, ×2.3).

**Figure 7:**
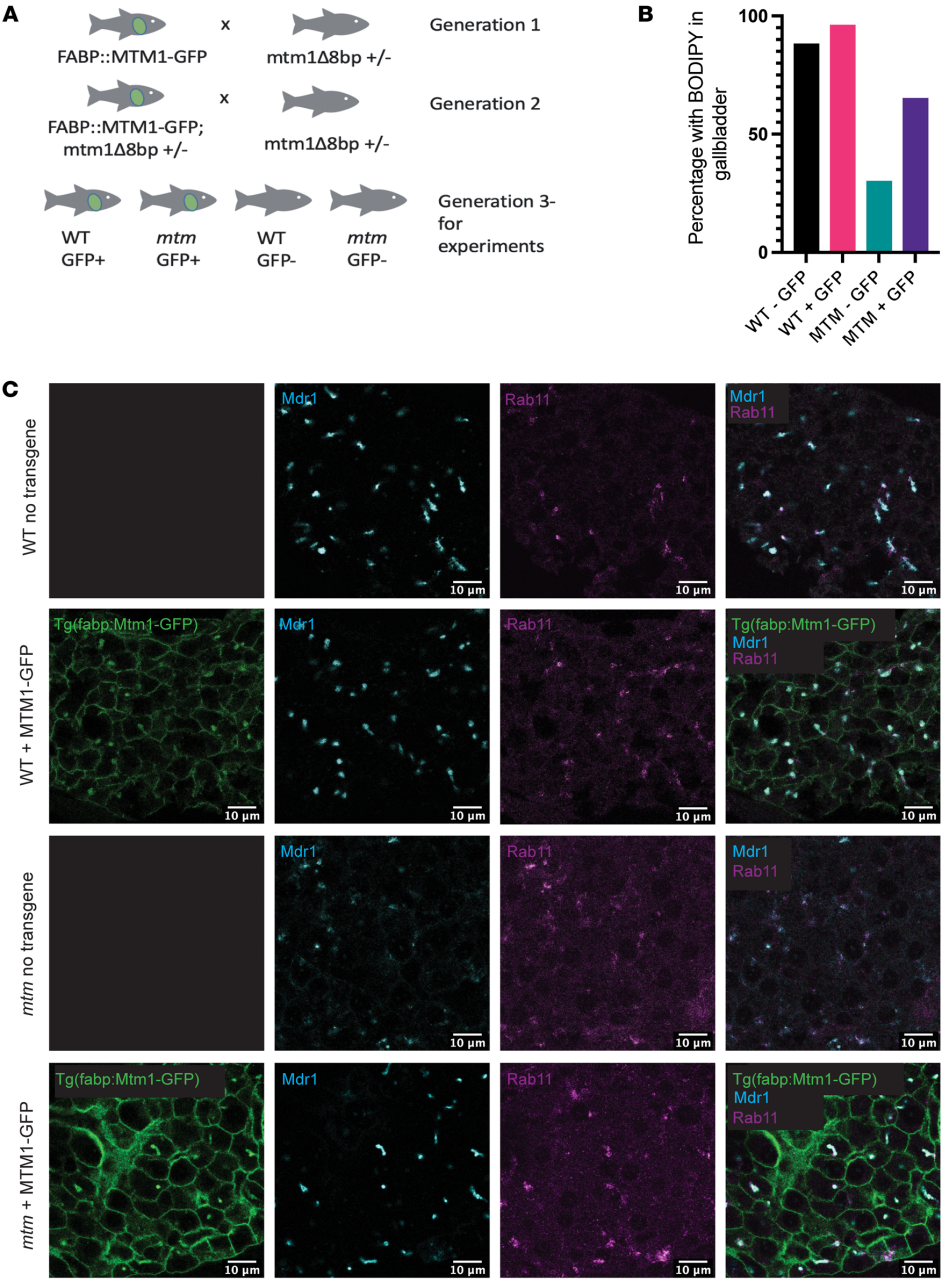
Liver-specific Mtm1 expression rescues the cholestatic phenotype of *mtm* zebrafish. The *fabp:mtm1-GFP* transgene was introduced into the *mtm*-mutant zebrafish line. The resulting fish were analyzed for morphological and functional changes associated with cholestasis. (**A**) Crossing scheme for introducing the *fabp:mtm1-gfp* transgene into the *mtm* zebrafish line. Transgenic fish were outcrossed twice to *mtm1+/*Δ*8* fish, resulting in clutches of larvae for experiments that contained WT and *mtm* fish with and without the transgene. (**B**) A BODIPY assay was used to measure bile flux (WT – GFP = 88%, WT + GFP = 96%, mtm – GFP = 30%, mtm + GFP = 65%). In the *mtm* transgene–positive group, there were more *mtm* mutants with normal bile flux when compared with the *mtm* transgene–negative group, as measured by positive gall bladder fluorescence (*P* = 0.0532, 1-sided Fisher’s exact test). (**C**) Visualization of liver-specific Mtm1 expression from the *fabp:mtm1-GFP* transgene. In WT fish, Mtm1 localized to the plasma membrane and to subapical structures that were Mdr1^+^ and Rab11^+^ by immunostaining (top two rows). In *mtm* zebrafish, hepatocyte-expressed Mtm1 restored bile canalicular architecture and bile transporter expression to the bile canaliculi. Coimmunostaining of whole-mount embryos revealed the reexpression of Mdr1 puncta in 7 dpf *mtm* larvae. Scale bars: 10 μm.

**Figure 8:**
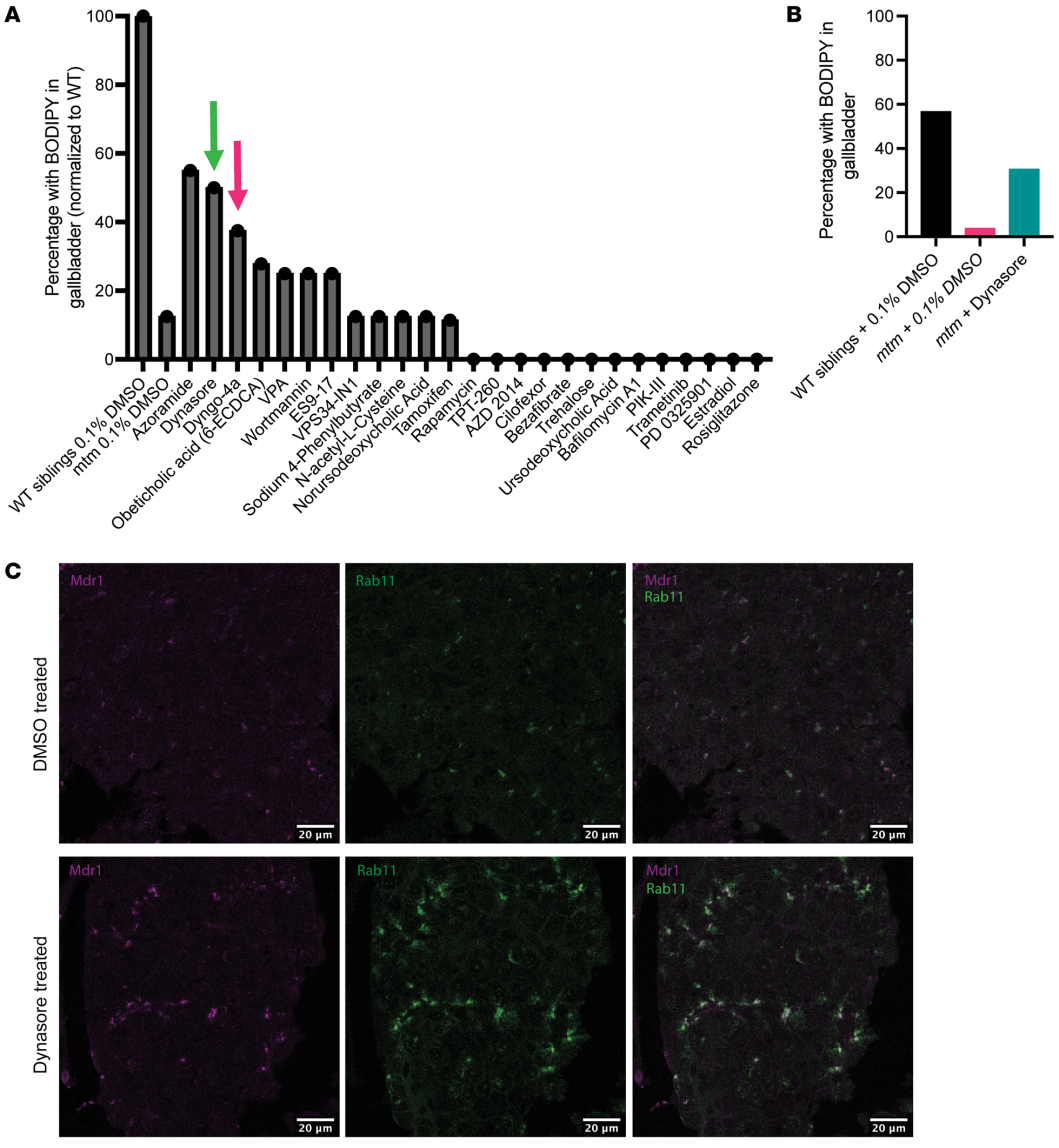
DNM2 inhibition rescues the *mtm* cholestatic phenotype. A targeted panel of chemicals was tested in *mtm* zebrafish, using the BODIPY assay as a screen for the cholestatic liver phenotype. For each chemical, the percentage of *mtm* zebrafish with positive staining in the gallbladder was measured as the readout (*n* = 10 per trial, with 1 replicate per trial). (**A**) Two DNM2 inhibitors, Dynasore (green arrow) and Dyngo-4a (pink arrow), were among the chemicals that produced the highest percentage of BODIPY^+^ larvae. (**B**) Validation of Dynasore combining 3 independent replicates of 10 larvae per replicate. Dynasore-treated *mtm* larvae had improved bile flux compared with their DMSO-treated *mtm* siblings (Dynasore = 30.6%, DMSO = 3.67%, *P* = 0.019, by 2-sided Fisher’s exact test) and did not differ significantly from their WT DMSO-treated siblings (WT percentage = 56.7%, Dynasore percentage = 30.6%, *P* = 0.13, 2-sided Fisher’s exact test). (**C**) Dynasore partially restored canalicular structure and transporter expression. Coimmunostaining was performed on whole-mount embryos either exposed to DMSO or treated with Dynasore. As expected, in DMSO-treated *mtm* zebrafish, essentially no Mdr1 staining was appreciated. In Dynasore-treated larvae, however, there was robust reexpression of Mdr1 and proper colocalization with Rab11. Scale bars: 20 μm.

How the deposited data were processed for this re-analysis (not part of the article)

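Bulk RNA of dissected zebrafish livers was analysed in 2 experiments. In the 40-liver experiment, 4 WT, 6 *mtm*, 4 overfed and 4 EtOH libraries were each made from a pool of 40 livers. The labels do not state whether the resubmitted *mtm* libraries come from pools of their own. In the *abcb11b* experiment, 3 libraries labelled *abcb11b* mutant and 3 labelled WT sibling were each made from a pool of 20 livers. Conditions and replicate numbers were taken from the sample labels, and all 24 columns were used. Tail samples were not analysed here.

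The authors merged sequencing runs, trimmed adapters with Trim Galore and estimated counts per transcript with Salmon against GRCz11 transcripts. They deposited estimated counts per gene as whole numbers without normalization, by gene name for the 40-liver experiment (19793 genes) and by Ensembl identifier for the *abcb11b* experiment (19707 genes). For the *abcb11b* libraries the authors also deposited estimated counts and TPM per transcript, of which the counts served to compare libraries and the TPM were only checked for their total. In the table by gene name, 15 genes were listed under dates. Of these, 9 were among the tested genes, with at most 0.0454% of the counts of any library.

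The designs, tests, thresholds, gene lists and the alternatives set out first were chosen before the data were examined. Genes with at least 5 reads in a share of at least 0.8 of the libraries of an experiment were kept, which were 11489 genes in the 40-liver and 11201 in the *abcb11b* experiment. Libraries were scaled by TMM in edgeR 4.0.16 with R 4.3.3, and genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 with an absolute log2 fold change above 2. The 40-liver groups shared one fit with the replicate number as a covariate. The authors used DESeq2 with the replicate as a covariate at the same adjusted p.

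The same covariate was planned for the *abcb11b* experiment. It could not be assigned, because the columns of WT sibling replicates 1 and 2 held the same values and were counted as 1 library. The fit without it was settled after trial fits had been seen, and the results with each assignment are given in the closing section. A fit that leaves out a WT sibling library leaves 1 and gave no calls, so none is reported.

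Identifiers of the *abcb11b* table were matched to symbols in a reference table, in which 18859 of 19707 identifiers had a symbol and 15864 a symbol of their own. Of these, 10761 were paired with a gene of the 40-liver table by symbol without regard to case.

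Gene lists for 22 pathways and cell types were tested with camera in limma 3.58.1 on voom weights with a preset correlation of 0.01, and again with fry and with camera on an estimated correlation. The cell types were macrophages, neutrophils, endothelium, bile ducts, hepatocytes, stellate cells with extracellular matrix, erythrocytes, exocrine pancreas, intestine, skeletal muscle and heart muscle. The pathways were TNF-α/NF-κB signaling, inflammatory mediators and receptors, the complement cascade, cholesterol synthesis, fatty acid oxidation, fatty acid synthesis with lipid droplets, bile acid synthesis, the peroxisome, oxidative phosphorylation, ribosomal proteins and hepatobiliary transporters. Some genes are on more than 1 list.

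Genes named in the text are those the paper names, those legible in Figure 5B, and genes of the rab11 and dnm2 families. For each comparison they include the 3 largest rises and the 3 largest falls among called genes with a mean of at least 1 CPM and no overlap between the groups, and for each list up to 3 genes with the smallest adjusted p. The text gives a part of these. The genes *abcb11a*, *gamt* and *slco2b1*, *c3a.2* in *mtm* livers, the *ABCB4* and *abcb5* genes of the *abcb11b* experiment, and the genes called in both experiments, were chosen after their values were seen.

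Principal components and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The alternatives were DESeq2 1.42.0, its size factors in edgeR, other filters and fold change limits, no replicate covariate, fits of only the compared groups, each *mtm* submission alone, same-numbered *mtm* libraries summed, and each library left out in turn. For the *abcb11b* experiment, other treatments of the identical library were added after the data were seen. Summing the transcript estimates to genes was not run, as no table pairing transcripts with genes was at hand.

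The fits were tested on simulated counts with 200 genes changed by a log2 fold change of 3. Here calls were counted at an adjusted p under 0.05 with no limit on the fold change, unlike the calls above. The edgeR fit recovered 167 of them among 11489 genes in the layout of the 40-liver experiment, with 8 false calls among 175. In the layout of the *abcb11b* experiment it recovered 162, with 10 false calls among 172. DESeq2 recovered 185 and 172, with 47 false calls among 232 and 44 among 216.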

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

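The tests of the depth of *mtm* replicate R2 and of swapped labels in the *abcb11b* experiment were chosen after the result was seen.

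A library far from the others of its group was looked for in 84 groups of values, and 5 were found, against 4.2 expected by chance. In *mtm* replicate R2, 847 of the tested genes had no read, against 3 to 133 in the other *mtm* libraries, and *rab11bb* was at −2.22 log2 CPM from 1 read, against 30 to 192 reads in the others. Lower depth alone is argued against, since the 2 *mtm* libraries with fewer counts than R2 had no read for at most 133 of the tested genes. Without R2, 543 genes were upregulated in *mtm* livers. A smaller amount of RNA at the start was not tested, and the design gives no biological explanation for a single library.

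In overfed replicate 4, *pgp* was at 4.46 log2 CPM from 302 reads, while the other overfed libraries were between 6.17 and 6.51, and 37 tested genes had no read, against 5, 9 and 9. In EtOH replicate 2, *rab11al* was at −0.74 log2 CPM from 5 reads, against 53 to 98 reads in the other EtOH libraries. No technical and no biological explanation was tested for these.

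The list of oxidative phosphorylation differed between the 2 disease models. It had a mean log2 fold change of −0.77 in *mtm* versus EtOH livers (camera adjusted p = 1.87e-25, fry adjusted p = 0.00260, estimated correlation adjusted p = 0.202). In 1 of 100 splits of the libraries, the real one, the mean shift was as large. Against WT livers the change was −0.65 in *mtm* and 0.12 in EtOH livers. The test of the difference was not past the threshold with an estimated correlation. The share of mitochondria in the cells was not tested. This list was not the only one to differ between *mtm* and EtOH livers. The mean shifts of the macrophage (2.30), neutrophil (1.28) and inflammatory (0.79) lists were also as large in 1 of 100 splits, the real one. In this comparison 11 lists were past the threshold with camera. With an estimated correlation 1 list was past it, and it was higher in *mtm* livers.

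In the *abcb11b* experiment the paper does not report 2 further changes. The paralog *abcb11a* had 285, 279 and 611 counts in the libraries labelled *abcb11b* mutant and 4 and 24 in those labelled WT sibling (log2 fold change 4.38, standard error 0.76, adjusted p = 0.0426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, from 1.13e-08 to 0.144 over 5 alternatives). *GAMT* had 18680, 13371 and 10438 counts against 6 and 7 (log2 fold change 10.62, adjusted p = 0.00134 from the same edgeR test with Benjamini-Hochberg adjustment, from 9.06e-158 to 0.0867 over 11 alternatives). All 3 libraries labelled mutant lay above both others for each gene. In the 40-liver experiment *gamt* was at 4183 ± 611 CPM (SD, n = 4) in WT livers, so the libraries labelled WT sibling are the ones far from that level.

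The targeted gene also had more counts in the libraries labelled mutant, the reverse of a loss of its RNA, which alone does not settle the genotype. A swap of the 2 groups would place *abcb11b* in the libraries labelled mutant near the level of WT livers. There it was at 8.68 CPM with TMM scaling over all genes, against 791 CPM in the WT livers of the 40-liver experiment. Neither group is therefore near that level, and a swap cannot be told apart from the labels as given. Of 424 genes over 100 CPM in every WT liver, 5 were at or under 3 counts in all 5 libraries of the *abcb11b* experiment. Counting that leaves out most reads of some genes in this experiment therefore cannot be told apart from a loss of expression, as the experiments also differ in age and the names of these libraries contain DMSO, a vehicle not mentioned for the 40-liver experiment. The identical values of WT sibling replicates 1 and 2 leave the number of independent libraries open. A strain variant was not tested.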

How the results depend on the processing

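The treatments of the identical WT sibling library were chosen after the data were seen. All other alternatives were set out earlier. Over the settings other than leaving out single replicates, which include each *mtm* submission alone, 751 of 885 values kept their direction and side of the threshold, 90 were weaker, 35 stronger and 9 reversed. Over the fits that each left out one replicate, 1822 of 1911 did, 69 were weaker, 8 stronger and 12 reversed. For the changes below, the cause was not tested unless it is stated.

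With DESeq2, 235 genes were downregulated in EtOH livers, 2 were upregulated and 6 downregulated in overfed livers, 443 differed between *mtm* and EtOH livers, and 163 were higher and 101 lower in the libraries labelled *abcb11b* mutant, with 13 upregulated in both mutants. Here and below, both mutants means *mtm* livers and the libraries labelled *abcb11b* mutant, whose genotype stays open. In *mtm* livers it called 545 and 438, of which 478 and 375 were shared with edgeR.

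With no limit on the fold change, 1160 genes were upregulated and 987 downregulated in *mtm* livers, 535 and 310 in EtOH livers, 778 and 743 only in *mtm* livers, and 812 differed between *mtm* and EtOH livers. Between the *abcb11b* libraries 158 and 110 were called, with 10 and 25 shared with *mtm* livers. With a limit of 1 these were 1035 and 849, 494 and 301, 687 and 620, 695, 158 and 110, and 10 and 22. A lower limit admits more genes by construction.

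With at least 10 reads in every library, 212 genes were downregulated in *mtm* livers, 223 upregulated and 141 downregulated only there, 126 differed between *mtm* and EtOH livers, and 2 were upregulated in both mutants. This filter removes genes that fell, and *abcc3*. Of the 3 transporter genes left, 0 had an unadjusted p under 0.05 and 0 were past the threshold. With no filter beyond 1 read, 134 and 74 genes were called in the *abcb11b* experiment. With only the compared groups in the fit, 38 genes differed between *mtm* and EtOH livers, 1 was upregulated and 1 downregulated in overfed livers, and 3 were upregulated in both mutants; fewer libraries then estimate the spread.

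With an estimated correlation, 7 lists were past the threshold in *mtm*, 8 in EtOH and 1 in overfed livers and 0 in the *abcb11b* experiment, where 0 had an unadjusted p under 0.05. With fry, 0 lists were past it in overfed livers, with 2 at an unadjusted p under 0.05, and 0 in the *abcb11b* experiment, with 0 at an unadjusted p under 0.05.

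With the identical library as WT sibling replicate 1 and a replicate block, 56 genes were higher and 9 lists past the threshold in the *abcb11b* experiment, with 3 genes upregulated in both mutants. As replicate 2 with the block, 1743 genes had an unadjusted p under 0.05, 0 were higher and 0 lower, 7 lists were past the threshold, and 0 and 0 genes were shared with *mtm* livers. Counted as 2 libraries, 135 and 100 genes and 9 lists were past it with the block, 131 and 90 genes without it, and 166 and 117 genes with the block in DESeq2, with 10 upregulated in both mutants. The direction of *abcb5* reversed with the library as replicate 2 (0.51) and as 2 libraries (0.39 with the block, 0.12 without it and 0.41 in DESeq2), and in none of these was it past the threshold.

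The replicate numbers did not pair the samples of the 40-liver experiment. Deviations from the group means had a median correlation of −0.00260 over 30 pairs of libraries with the same number, 7 of them over 0.1, and of 0.00221 over 90 pairs with different numbers. With no replicate block, 446 genes were upregulated and 363 downregulated in *mtm* livers, of which 413 and 336 were shared with the fit that had it, and the camera direction of the complement list changed (mean log2 fold change 0.14). With permutation within the replicate block, the pseudo-F of 8.76 (*mtm* and WT), 3.68 (*mtm* and EtOH) and 10.9 (*mtm* and overfed) had an adjusted p of 0.0741 by exact permutation. For 6.26 (EtOH and WT) and 10.4 (EtOH and overfed) it was 0.125 by exact permutation. This setting allows too few permutations for any pair to pass the threshold, so it cannot decide.

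With the first-submission *mtm* libraries alone, *abcc2* (0.14) and *pgp* (0.33) reversed. With the resubmitted libraries alone, the lists of ribosomal proteins (0.074) and skeletal muscle (0.27) reversed. Neither gene was past the threshold with either submission. Both lists were lower and past it with the first-submission libraries (−0.15, camera adjusted p = 0.0375, and −2.29, camera adjusted p = 1.35e-06) and not past it with the resubmitted libraries (camera adjusted p = 0.377 and 0.0634). With *mtm* libraries of the same number summed, 358 genes were upregulated and 294 downregulated only in *mtm* livers, 302 differed between *mtm* and EtOH livers, and 13 lists were past the threshold. The pancreas (−1.83, camera adjusted p = 0.0674), heart (−2.01, camera adjusted p = 0.0595) and intestine lists (−1.03, camera adjusted p = 0.0512) were not. The log2 fold change was 2.68 for *abcc3* and −0.53 for *abcb11b*.

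Across the fits that each left out one replicate, between 0 and 3 genes were downregulated in overfed livers (3 without WT replicate 1), and between 163 (without EtOH replicate 3) and 400 (without *mtm* replicate 1) differed between *mtm* and EtOH livers. From 5 (without WT replicate 4) to 16 lists (without overfed replicate 3) were past the threshold in overfed livers. In the *abcb11b* experiment, from 1 to 30 genes were higher and from 1 to 17 lower, lowest without mutant-labelled replicate 2 and highest without replicate 3, and from 4 to 7 lists were past the threshold (7 without replicate 1). From 0 (without mutant-labelled replicate 1) to 5 genes were upregulated and from 0 (without mutant-labelled replicate 2) to 9 downregulated in both mutants. In *mtm* livers the log2 fold change ranged from −1.10 (without *mtm* replicate 1) to 0.023 (without WT replicate 3) for *abcc2* and from −0.49 to 0.39 without the same libraries for *pgp*. The mean ranged from −0.12 (without *mtm* replicate 1) to 0.34 for the complement list, from −0.13 to 0.092 (without *mtm* replicate 3) for ribosomal proteins and from −0.63 to 0.22 (without WT replicate 1) for skeletal muscle. For the TNF-α list of the *abcb11b* experiment it ranged from −0.10 to 0.15 (without mutant-labelled replicate 3), and the log2 fold change of *abcb5* there from −0.97 to 0.12 (without mutant-labelled replicate 1).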

Differences from the paper's values

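The tests behind these values were set before the data were examined, except the fit of the *abcb11b* experiment, which was settled after trial fits had been seen. The legend of Figure 5 in the paper gives 797 transcripts upregulated in *mtm* livers, against 488 genes here, and whether its unit is the transcript or the gene was not tested. Of the alternatives set before the data were examined, DESeq2 (545), no filter beyond 1 read (585), no limit on the fold change (1160), a limit of 1 (1035) and leaving out WT replicate 4 (547), *mtm* replicate R2 (543) or *mtm* replicate 1 (552) came within 1.5 times the paper's value, and the others did not.

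For EtOH livers the paper shows about 580 upregulated and about 390 downregulated genes in Figure 5D, read by eye, against 231 and 139 here. No limit on the fold change (535 and 310) and a limit of 1 (494 and 301) came within 1.5 times of these, and the other alternatives set before the data were examined did not. For overfed livers it shows about 9 and about 6 genes in Figure 5D, read by eye, against 0 and 0 here, where 493 genes had an unadjusted p under 0.05. DESeq2 called 6 downregulated genes, and no alternative set before the data were examined came within 1.5 times of the upregulated count.

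For the *abcb11b* experiment the paper shows about 600 genes higher and about 430 lower in Figure 5C, read by eye, against 87 and 49 here, and no alternative closed this gap. For genes changed in both mutants it shows about 36 upregulated and about 36 downregulated in Figure 5C, read by eye, against 5 and 9 here. No limit on the fold change gave 25 downregulated, within 1.5 times of the paper's value. The other alternatives set before the data were examined did not come so near, and none did so for the upregulated genes.

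The paper's supplement gives a log2 fold change of −0.0954 (standard error 0.316) for *abcb11b* in *mtm* livers, against −0.46 here. With the resubmitted *mtm* libraries alone (−0.33), or without WT replicate 1 (−0.34), WT replicate 2 (−0.39), *mtm* replicate R1 (−0.35), *mtm* replicate 2 (−0.38) or *mtm* replicate 3 (−0.30), the value fell within the larger error. It did not under the other alternatives set before the data were examined.

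The paper states that canalicular transporter genes do not differ significantly in their RNA, with 4 genes in Figure 5E. Of these, *abcb11b*, *pgp* and *abcc2* were not past the threshold here, and *abcc3* was higher in *mtm* livers, with a log2 fold change of 2.72 (adjusted p = 0.00248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 6 of 6 *mtm* libraries than the WT mean), and the paper's supplement gives 2.64 with an adjusted p of 8.91e-06 for the same gene. The paper states that genes of TNF-α signaling and of the complement pathway were changed in both mutants. Here *bcl3* of the TNF-α list was called upregulated in both experiments, in 22 of 26 alternatives for *mtm* livers and in 7 of 11 for the *abcb11b* experiment, where it lost the threshold in each of the 3 fits that left out a library. Of the complement genes, 9 were higher and 4 lower in *mtm* livers and 1, *c3a.2*, was higher in the libraries labelled *abcb11b* mutant at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *mtm* livers *c3a.2* was not past the threshold (log2 fold change 0.53, adjusted p = 0.536 in the same edgeR test with Benjamini-Hochberg adjustment). The complement gene *c4b* was past it in 27 of 27 alternatives for *mtm* livers. For the *abcb11b* experiment it was past it in 6 of 12 alternatives and not in the reported fit. As a whole, the complement list was not past the threshold in *mtm* livers (mean log2 fold change 0.16, camera adjusted p = 0.764), and the TNF-α list was not past it in the *abcb11b* experiment (−0.01, camera adjusted p = 0.583). The paper describes a clustering of each group in Figure 5A. Here *mtm* and EtOH livers were separated from each other and from the other groups, and overfed and WT livers were not separated (pseudo-F 1.57, exact permutation p = 0.143). The legend of Figure 5D describes little overlap between conditions. Here 146 of the 231 upregulated and 99 of the 139 downregulated genes of EtOH livers were also called in *mtm* livers.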

Other observations

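The tests of pancreatic tissue, of heart tissue, of submission and of shared WT libraries with no WT library in common, of tissue levels in the fit, of the list counts of *mtm* versus EtOH livers and of the *abcb11b* libraries, of the share of hepatocytes and of mislabelling of EtOH replicate 1 were chosen after the result was seen.

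The calls between *mtm* and WT livers were set against technical explanations. In 1 of 100 of the 210 splits of the libraries into 6 and 4, the real one, as many genes were called, and the highest count in another split was 452. With every library thinned to 8919274 counts, 828 genes were called, of which 776 were also called without thinning. Of the calls from the first-submission *mtm* libraries, 97.9% had the same direction in the resubmitted libraries, but both were taken against the same WT libraries, which alone favours a shared direction. With the first-submission libraries against 2 WT libraries and the resubmitted libraries against the other 2, between 92.0% and 98.4% of the calls had the same direction over 6 pairings. The WT libraries all belong to the first submission, and first-submission *mtm* libraries alone gave 422 upregulated and 426 downregulated genes. Chance, depth and submission therefore do not account for the calls as a whole.

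Of 67 tested markers of pancreas, intestine, skeletal and heart muscle, 7 were called, 10.4% against 7.49% of the other genes (two-sided Fisher's exact test, p = 0.348). As the lists bound how many markers can be called, this count leaves tissue carried over from these organs open for the calls as a whole. With the mean levels of the 4 marker lists in the fit, 1 at a time or all together, the inflammatory, macrophage and neutrophil lists kept a mean log2 fold change of at least 2.25, and the cholesterol synthesis, fatty acid oxidation and peroxisome lists of −1.55 or lower. Each list stayed past the threshold with camera and beyond its range over the WT libraries, which argues against carried-over tissue for these lists. With all 4 levels in the fit, 207 of the 488 upregulated and 185 of the 375 downregulated genes were still called, and for the others carried-over tissue cannot be told apart from a change in the liver, as the levels also differ between the groups. The correlation of *mtm* libraries of the same number was 0.833 (1 and R1), 0.750 (2 and R2) and 0.901 (3 and R3), against a median of 0.847 over all pairs of *mtm* libraries. This alone leaves open whether they share a pool. Libraries of the same pool would hold the same carried-over tissue. The mean log2 CPM of the pancreas list was 9.11 and 3.89 in 1 and R1. It was 3.78 and 7.30 in 2 and R2, and 2.74 and 6.84 in 3 and R3. These gaps argue against a shared pool. The intestine list also differed in 2 and R2 (2.49 and 4.20) and in 3 and R3 (2.28 and 5.67). It differed less in 1 and R1 (2.82 and 2.22).

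For EtOH versus WT livers 1 of 35 splits, the real one, gave as many called genes, and for *mtm* versus EtOH livers 1 of 100. For overfed livers 35 of 35 did, as 0 genes were called and 493 had an unadjusted p under 0.05. For the *abcb11b* libraries 1 of 10 splits did, a share that cannot be under 0.05. Counts of lists past the threshold with camera were reached by 21 of 100 splits for *mtm*, 15 of 35 for EtOH, 23 of 35 for overfed livers and 38 of 100 for *mtm* versus EtOH livers, so the counts themselves do not set these groups apart. For the *abcb11b* libraries 9 of 10 splits gave as many lists, a share that cannot be under 0.05. With fry and with an estimated correlation only the real split gave as many lists in *mtm* and in EtOH livers. For single lists, the mean shift of the inflammatory, TNF-α, macrophage, neutrophil, bile duct, cholesterol synthesis, bile acid synthesis, fatty acid oxidation, oxidative phosphorylation and peroxisome lists in *mtm* livers was as large in 1 of 100 splits, the real one. It was as large in 3 of 100 for the heart, 9 for the hepatocyte, 10 for the endothelial, 22 for the intestine, 23 for the erythrocyte and 43 for the pancreas list, so for the last 5 a grouping by chance stays open.

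The log2 fold changes of *mtm* and EtOH livers had a correlation of 0.649. The sharing of WT libraries alone gave up to 0.553 in simulations of unchanged groups. With no WT library in common the correlation was at least 0.380, against at most 0.0330 in the same simulations, so sharing does not account for all of it.

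The rise of inflammatory genes may reflect more leukocytes in the *mtm* livers, since the macrophage markers had a mean log2 fold change of 3.86 with 12 of 12 genes higher, and the neutrophil markers were also higher. A lower share of hepatocytes alone would raise the markers of all other cells alike. The endothelial markers rose by 0.71, a gap of 3.16 to the macrophage markers against a range of 2.35 over the WT libraries, which argues against it. Higher expression within leukocytes was not tested.

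The lower pancreas list in *mtm* livers could stem from tissue carried over in the dissection, as its mean log2 CPM ranged over 5.44 among the 4 WT libraries. The fall of *myl7* could stem from heart tissue in the same way. The other 7 heart markers had a median log2 fold change of −1.74, 5 of them lower, but only 1 was past the threshold and their median in WT livers was 5.92 CPM, so heart tissue and a change in the liver cannot be told apart.

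In EtOH replicate 1, *mtm1* was at the level of the *mtm* libraries. A mislabelled *mtm* library is argued against, since its correlation over genes with the other EtOH libraries was higher by 0.340 than that with the *mtm* libraries. The library had no read for 472 tested genes.

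The symbol *pgp* is carried by 1 identifier of the reference, which is listed apart from *abcb4* and *abcb5* and given no product there. Whether it is the gene of P-glycoprotein cannot be told apart from another gene with these tables. The level of *pgp* therefore leaves the RNA of *mdr1* open.

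In EtOH livers 13 lists were past the threshold with camera and 9 with fry. The TNF-α list had a mean log2 fold change of 1.44 (camera adjusted p = 1.54e-17, from 8.72e-19 to 0.0280 over 22 alternatives), the inflammatory list 1.52, the neutrophil markers 2.23, skeletal muscle 2.09, bile ducts 1.59, macrophages 1.53 and endothelium 1.21. Cholesterol synthesis was at −3.64, fatty acid oxidation at −1.44, bile acid synthesis at −1.10, the peroxisome at −1.06 and erythrocytes at −0.96. The shift was as large in 1 of 35 splits, the real one, for the TNF-α, inflammatory, neutrophil, cholesterol synthesis, fatty acid oxidation, bile acid synthesis and peroxisome lists, in 2 for bile ducts, macrophages and skeletal muscle, 6 for endothelium, 16 for erythrocytes and 21 for oxidative phosphorylation (0.12), the last of the 13 lists. The erythrocyte list was past the threshold in 14 of 22 alternatives, and without WT replicate 1 it was at −0.11 (camera adjusted p = 0.949, from 0.00348 to 0.949 over the alternatives). The genes with the largest changes were *LOC103910140* (log2 fold change 6.61), *LOC557301* (6.52), *si:zfos-2330d3.8* (6.45), *slc25a36a* (−6.37), *ppp1r3ca* (−5.81) and *lss* (−5.78). In overfed livers 9 lists were past the threshold with camera, and with fry 2 had an unadjusted p under 0.05 and 0 were past it. Cholesterol synthesis (1.09) was the list past it with an estimated correlation, with a shift as large in 2 of 35 splits. In the *abcb11b* experiment, the erythrocyte markers (1.19), hepatocyte markers (−0.51) and ribosomal proteins (−0.26) were past the threshold with camera beside the complement list. Of 10 splits of these libraries, 1, 1 and 3 gave shifts as large for these lists and 2 for the complement list.

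Of other genes the paper studies, *rab11a* and *rab11ba* each had a log2 fold change of 0.68 in *mtm* livers, with adjusted p of 0.0338 and 0.0306 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 27 alternatives, *rab11a* was past the threshold in 18 (adjusted p from 0.0141 to 0.202) and *rab11ba* in 20 (from 0.0142 to 0.176), in edgeR's quasi-likelihood test or DESeq2 with Benjamini-Hochberg adjustment. Leaving out WT replicate 1, 3 or 4 or *mtm* replicate R3 lost *rab11a*, and leaving out WT replicate 1, 2 or 4 or *mtm* replicate R1 lost *rab11ba*, so these changes depend on single libraries. *rab11al* (0.53), *rab11bb* (1.45) and *dnm2a* (0.46) were not past the threshold. In the libraries labelled *abcb11b* mutant, *ABCB4* (0.43, standard error 0.26, adjusted p = 0.422, from 0.00487 to 0.589 over 12 alternatives) and *abcb5* (−0.29, standard error 0.84, adjusted p = 0.889, from 0.482 to 0.963) were not past the threshold in the edgeR test with Benjamini-Hochberg adjustment.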
